# Chronic circadian misalignment results in reduced longevity and large-scale changes in gene expression in *Drosophila*

**DOI:** 10.1186/s12864-018-5401-7

**Published:** 2019-01-07

**Authors:** Alex C. Boomgarden, Gabriel D. Sagewalker, Aashaka C. Shah, Sarah D. Haider, Pramathini Patel, Heather E. Wheeler, Christine M. Dubowy, Daniel J. Cavanaugh

**Keywords:** Drosophila, Circadian misalignment, Longevity, RNA-sequencing

## Abstract

**Background:**

Circadian clocks are found in nearly all organisms, from bacteria to mammals, and ensure that behavioral and physiological processes occur at optimal times of day and in the correct temporal order. It is becoming increasingly clear that chronic circadian misalignment (CCM), such as occurs in shift workers or as a result of aberrant sleeping and eating schedules common to modern society, has profound metabolic and cognitive consequences, but the proximate mechanisms connecting CCM with reduced organismal health are unknown. Furthermore, it has been difficult to disentangle whether the health effects are directly induced by misalignment or are secondary to the alterations in sleep and activity levels that commonly occur with CCM. Here, we investigated the consequences of CCM in the powerful model system of the fruit fly, *Drosophila melanogaster*. We subjected flies to daily 4-h phase delays in the light-dark schedule and used the *Drosophila* Activity Monitoring (DAM) system to continuously track locomotor activity and sleep while simultaneously monitoring fly lifespan.

**Results:**

Consistent with previous results, we find that exposing flies to CCM leads to a ~ 15% reduction in median lifespan in both male and female flies. Importantly, we demonstrate that the reduced longevity occurs independent of changes in overall sleep or activity. To uncover potential molecular mechanisms of CCM-induced reduction in lifespan, we conducted whole body RNA-sequencing to assess differences in gene transcription between control and misaligned flies. CCM caused progressive, large-scale changes in gene expression characterized by upregulation of genes involved in response to toxic substances, aging and oxidative stress, and downregulation of genes involved in regulation of development and differentiation, gene expression and biosynthesis.

**Conclusions:**

Many of these gene expression changes mimic those that occur during natural aging, consistent with the idea that CCM results in premature organismal decline, however, we found that genes involved in lipid metabolism are overrepresented among those that are differentially regulated by CCM and aging. This category of genes is also among the earliest to exhibit CCM-induced changes in expression, thus highlighting altered lipid metabolism as a potentially important mediator of the negative health consequences of CCM.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5401-7) contains supplementary material, which is available to authorized users.

## Background

The daily rotation of the Earth on its axis produces predictable cycles of light and temperature. This has led to the evolution of endogenous circadian clocks, which allow organisms to anticipate and adapt to environmental cycles to ensure that behavioral and physiological processes occur at optimal times of day. Perhaps equally importantly, circadian clocks orchestrate the temporal sequencing of internal events such that they occur at appropriate times with respect to one another. Together, these extrinsic and intrinsic advantages of circadian clocks are thought to promote organismal health [1]. For example, the circadian system generates rhythms in foraging and feeding behaviors such that they occur during times of maximal food availability, and concurrently upregulates metabolic pathways in anticipation of increased food intake.

Research undertaken over the past ~ 50 years has identified many of the genes and molecules that confer upon cells the ability to keep time. In most organisms, the molecular circadian clock consists of a transcriptional-translational feedback loop that produces rhythmic oscillations in gene expression, and this molecular clock is present both in master circadian pacemaker cells in the brain as well as in cells in peripheral tissues [2, 3]. A key feature of circadian clocks is their ability to maintain rhythmic oscillations under constant conditions; however, because they oscillate with an intrinsic period that is not exactly 24-h, they must be reset on a daily basis through the process of entrainment in order to remain synchronized to environmental cues [4]. More extensive clock resetting is necessary following abrupt shifts in lighting schedules, such as occur with trans-meridian travel, shiftwork, or simply as a result of the aberrant eating and sleeping schedules that are common in modern society. The latter in particular, which has been termed ‘social jetlag’, has led to a situation in which as much as 2/3 of the population live under a state of chronic circadian misalignment (CCM) typified by a behavioral schedule that runs outside the dictates of their endogenous circadian rhythms [5, 6]. These irregular schedules likely result in a misalignment between circadian clocks and external environmental signals as well as internal desynchrony between different clock-containing tissues in the body.

Evidence suggests that circadian disruption has severe consequences. Epidemiological studies in humans have demonstrated that various forms of CCM are correlated with higher incidences of a number of disorders including obesity, diabetes, cardiovascular disease, cancer, and mood disorders, along with increased overall mortality rates. [4, 7, 8]. Controlled studies using animal models have corroborated these findings and demonstrated a causal link between CCM and decreased health and longevity, both in invertebrate and vertebrate systems [7–17]. However, despite a growing knowledge of the importance of circadian function for organismal health, the cellular and molecular mechanisms through which CCM negatively impacts health and longevity have yet to be established. Furthermore, it is unclear whether the negative health effects are directly caused by misalignment or whether they are secondary to behavioral changes, such as reduced sleep, that often accompany CCM [8].

Here we employed a model of CCM in the fruit fly, *Drosophila melanogaster*, in which we exposed flies to daily 4-h phase delays in lighting conditions. We used the Drosophila Activity Monitoring (DAM) system to continuously monitor fly locomotor activity and sleep while simultaneously conducting longevity analysis. This allowed us to assess the effect of long-term CCM on aging-associated changes in locomotor activity and sleep levels, and to correlate these measures with fly lifespan. We demonstrate that CCM leads to an ~ 15% reduction in median lifespan of both male and female flies, in agreement with previous studies [10, 12]. While misaligned flies exhibited aberrant patterns of locomotor activity, as evidenced by reduced rest:activity rhythm strength under light-dark (LD) conditions, overall sleep and activity levels were largely unchanged and did not account for the reduction in longevity produced by CCM. We further conducted RNA sequencing analysis and identified several categories of genes that are up- or downregulated by CCM. Interestingly, many of the gene expression changes induced by CCM mirror those observed with natural aging, suggesting that CCM results in cellular stress and premature organismal decline. However, we find that genes involved in lipid metabolism, which are among the earliest to undergo CCM-induced changes in expression, are also differentially regulated by CCM and aging, highlighting this category of genes as a potentially important mediator of the negative consequences of circadian disruption.

## Results

### CCM reduces lifespan

We initially assessed fly longevity to determine overall health consequences of CCM. Consistent with previous results [10, 12], we found that exposure to daily 4-h phase delays in lighting conditions significantly reduced lifespan in both male and female flies (Fig. 1a and b). Thus, median lifespan was 23.0 and 23.7 days for control males and females, respectively, and this was reduced to 19.6 days for CCM-exposed males and 20.2 days for CCM-exposed females. This represents an equivalent reduction of median lifespan by 14.8% in females and 14.7% in males.

**Fig. 1:**
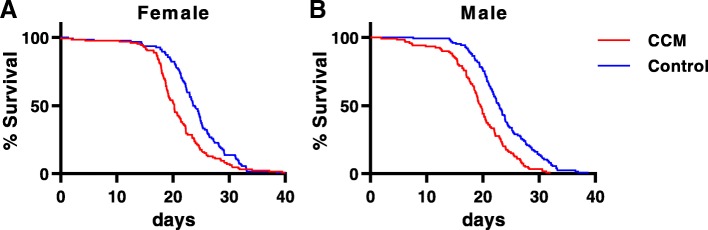
CCM reduces fly longevity. Percent of female (**a**) and male (**b**) flies surviving during exposure to either a control (blue) or a CCM (red) schedule over the course of a 40-day experiment. Dotted lines indicate 95% confidence intervals. CCM decreased longevity for both female (14.8% reduction in median lifespan, *p* = 1.56e-04; Log-rank test; *n* = 124 for control and 126 for CCM) and male (14.7% reduction in median lifespan, *p* = 2.65e-07, Log-rank test; n = 125 for control and 120 for CCM) flies

It should be noted that all flies were maintained on minimal sucrose-agar food during longevity analysis, resulting in a relatively short lifespan of even control flies in these experiments compared with those performed with standard food. This food source is typical for use with the DAM system and thus allowed us to more directly compare activity and sleep levels in our experiments to those observed in other studies using this system. Nevertheless, the ~ 15% reduction in median lifespan we observed agrees well with results obtained with flies kept on standard food [10], which demonstrates that the negative health impacts of CCM are similar regardless of diet.

### CCM causes aberrant locomotor activity patterns

Our use of the DAM system to monitor locomotor activity throughout the duration of the longevity experiment allowed us to determine whether activity patterns were altered by CCM exposure. At the gross behavioral level, we found evidence that flies were able to entrain to the constantly shifting lighting schedule. The daily 4-h phase delays produce a 28-h LD schedule, and flies exposed to such conditions exhibited behavioral rhythms with 28 h periods (Fig. 2; Fig. 3c-d). This corroborates similar findings in blowflies exposed to 27 h days [11] and supports the idea that flies have wide limits of entrainment [18]. It is also possible; however, that the apparent entrainment to aberrant lighting schedules that others and we have observed is actually due to a masking effect of light exposure directly driving fly activity.

**Fig. 2:**
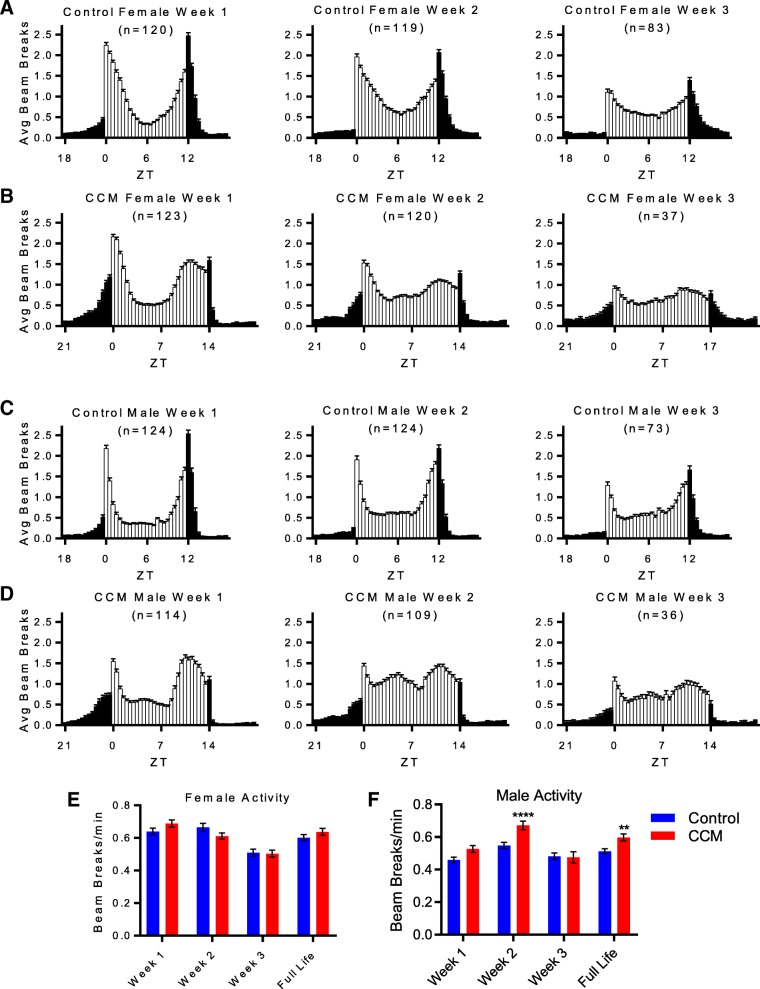
CCM causes aberrant locomotor activity behavior. **a**-**d** Average activity profiles for the indicated groups and time points depict the number of DAM beam breaks/min in 30 min bins for an entire light-dark cycle (which consisted of 24 h for controls and 28 h for CCM flies) averaged across one week (seven 24-h days for control or six 28-h days for CCM flies). White and black bars correspond to light and dark periods, respectively. Error bars represent standard error of the mean (SEM). ZT refers to zeitgeber time, with ZT0 being the time of lights-on. **e**-**f** Weekly activity levels in mean beam breaks/min ± SEM are shown for female (**e**) and male (**f**) flies for weeks 1, 2 and 3 and across the full life of the animals. For females, 2-Way ANOVA indicated a significant effect of time (F_(3, 869)_ = 15.1, *p* = 1.47E-9) but not treatment (F_(1, 869)_ = 0.149, *p* = 0.700) and Sidak’s posthoc test revealed no differences between control and CCM-exposed flies for any time point (*p* ≥ 0.237 for all). For males, 2-Way ANOVA indicated a significant effect of time (F_(3, 831)_ = 15.2, *p* = 1.25E-9) and treatment F_(1, 831)_ = 17.9, *p* = 2.61E-5) and Sidak’s posthoc test revealed a significant difference between control and CCM-exposed flies for week 2 (*p* = 6.97E-5) and full life (*p* = 8.30E-3) but not week 1 (*p* = 0.063) or week 3 (*p* = 0.999)

**Fig. 3:**
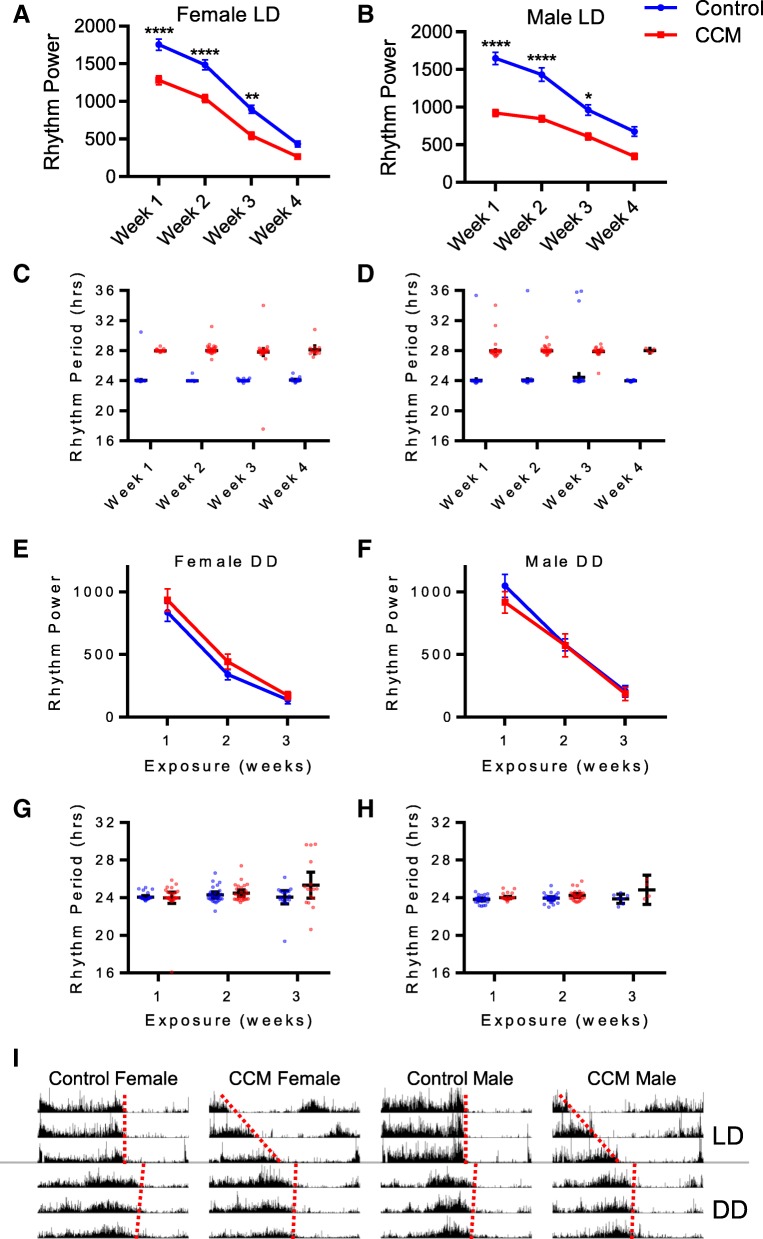
CCM reduces LD rest:activity rhythm strength but does not affect free-running rhythms. **a**-**b** Mean rest:activity rhythm power ± SEM is shown for female (**a**) and male (**b**) flies for each week of the experiment during exposure to control (blue) or CCM (red) conditions. For female flies, 2-Way ANOVA indicated a significant main effect of time (F_(3, 651)_ = 66.7, *p* < 1.0E-15) and treatment (F_(1, 651)_ = 28.8, *p* = 1.09E-7) and Sidak’s posthoc test revealed significant differences between control and CCM females for weeks 1 (*p* = 3.72E-8), 2 (*p* = 4.47E-7) and 3 (*p* = 6.73E-3), but not for week 4 (*p* = 0.893). Similar results were observed in male flies, for which 2-Way ANOVA indicated a significant main effect of time (F_(3, 611)_ = 16.7, *p* = 1.90E-10) and treatment (F_(1, 611)_ = 25.6, *p* = 5.45E-7), and Sidak’s posthoc test revealed significant differences between control and CCM males for weeks 1 (*p* = 4.20E-14), 2 (*p* = 3.20E-9) and 3 (*p* = 3.39E-2), but not for week 4 (*p* = 0.813). For all graphs, ****p < 0.0001; **p < 0.001; *p < 0.01, Sidak’s posthoc test. **c**-**d** Rest:activity rhythm period is shown for female (**c**) and male (**d**) flies for each week of the experiment during exposure to control (blue) or CCM (red) conditions. Each dot represents the period of an individual fly and lines indicate mean ± 95% confidence intervals. (**e**-**f**) Mean free-running rest:activity rhythm power ± SEM is shown for female (**e**) and male (**f**) flies previously exposed to 1, 2 or 3 weeks of control (blue) or CCM (red) conditions. For females, 2-Way ANOVA indicated a significant effect of time (F_(2, 138)_ = 59.1, *p* < 1.0E-15) but not treatment (F_(1, 138)_ = 1.91, *p* = 0.169). Similarly, for males, 2-Way ANOVA indicated a significant effect of time (F_(2, 119)_ = 22.7, *p* = 4.54E-9) but not treatment (F_(1, 119)_ = 0.255, *p* = 0.614). **g**-**h** Free-running rest:activity rhythm period is shown female (**g**) and male (**h**) flies previously exposed to 1, 2 or 3 weeks of control (blue) or CCM (red) conditions. Each dot represents the period of an individual fly and lines indicate mean ± 95% confidence intervals. For E and G, *n* = 28 for 1-week control females, *n* = 30 for 1-week CCM-exposed females, *n* = 26 for 2-week control females, *n* = 27 for 2-week CCM-exposed females, *n* = 17 for 3-week control females, and *n* = 16 for 3-week CCM-exposed females. For F and H, n = 30 for 1-week control males, n = 30 for 1-week CCM-exposed males, n = 28 for 2-week control males, n = 26 for 2-week CCM-exposed males, *n* = 7 for 3-week control males, and *n* = 4 for 3-week CCM-exposed males. **i** Mean normalized activity is plotted for the last three days in LD followed by the first three days in DD for the genotypes listed. Flies were transferred to DD following 2 weeks exposure to CCM or control conditions. Data are single plotted and each line is 24 h. Dotted red lines track activity offset. n = 16 per group. Note the immediate transition to ~ 24-h free-running periods for all groups after transfer to DD

Despite the fact that rest:activity rhythms remained time-locked to phase-delaying schedules, we did observe activity patterns in CCM-exposed flies indicative of mistimed locomotor activity. In flies, dawn and dusk lighting transitions are normally preceded by anticipatory increases in locomotor activity that depend on a functional circadian clock [3]. In young control flies, we found that morning and evening anticipatory activity began ~ 8–9 h following the previous lighting transition, with more prominent activity increases occurring in anticipation of lights turning off (Fig. 2a and c). CCM flies also began to ramp up their activity ~ 8–9 h following the previous lighting transition; however, because of the delayed lighting schedule, this led to a substantial mistiming of anticipatory activity which resulted in prolonged activity peaks that started to resolve prior to the actual lighting transitions (Fig. 2b and d). This mistimed anticipation of lighting conditions persisted throughout the duration of the experiment. Thus, in weeks 2 and 3, although all flies displayed lower amplitude activity rhythms, CCM-exposed flies continued to show prolonged activity peaks that preceded lighting transitions by several hours more than controls (Fig. 2a-d). In addition to this prolonged anticipatory activity preceding lighting changes, CCM flies exhibited a modest mid-afternoon activity peak during the normal siesta time. This was most prominently observed in males during the second week of CCM exposure (Fig. 2d). This increased daytime activity may account in part for the increase in week 2 and lifetime activity levels in male CCM flies compared to controls. In contrast, overall activity was unchanged in CCM females (Fig. 2e-f). Together, these results demonstrate that circadian clocks in CCM-exposed flies have to be constantly adjusted to changing environmental cycles, leading to chronically mistimed activity.

To determine whether CCM affects rhythm amplitude in addition to timing of activity, we conducted chi^2^ periodogram analysis, which demonstrated that CCM-exposed flies displayed reduced locomotor activity rhythm strength compared to controls (Fig. 3a and b). Both experimental and control flies showed expected reductions in rest:activity rhythm strength as they aged [19] (Fig. 3a-b), typified by less robust activity peaks and reduced anticipatory activity, including an apparent lack of lights-on anticipation in control flies by week 3 (Fig. 2a and c). However, CCM flies had lower rhythm power than controls at all time points, perhaps as a result of mistimed morning and evening anticipation relative to lights-on and lights-off, leading to prolonged activity bouts.

This reduced rhythmicity could be due either to the misalignment between internal and external rhythms or to CCM-induced damage to core clock neurons or molecular cycling. To test for the latter, we assessed locomotor rhythmicity of flies in constant darkness (DD) following exposure to varying amounts of time in either CCM or control conditions (Fig. 3e-h). Importantly, we saw no differences in free-running rhythm power or period between control and experimental flies. Furthermore, CCM flies immediately adopted normal free-running periods upon transition to DD conditions, showing no residual effect of their prolonged 28-h day exposure (Fig. 3i). The fact that CCM flies have normal free-running rhythms indicates that the central clock and associated output pathways maintain proper function following CCM exposure and further suggests that the reduced rhythm strength observed under LD conditions is a result of the discrepancy between the endogenous period of the fly and environmental cycles.

### CCM decreases longevity independent of changes in locomotor activity or sleep

The mechanisms through which chronic misalignment affects physiological health have yet to be clearly defined; however, one possibility is that CCM indirectly decreases health secondary to alterations in activity levels or sleep duration [8]. To determine whether alterations in sleep could account for the reduced longevity we observed in our experiments, we first analyzed locomotor activity data to determine if sleep is altered by CCM. In general, sleep patterns appeared normal in CCM-exposed flies. Like controls, experimental flies had a consolidated period of sleep at night and an additional siesta period of sleep in the middle of the afternoon (Fig. 4a-d). However, consistent with our activity rhythm observations, we found that CCM-exposed flies had prolonged periods of suppressed sleep prior to lighting transitions. In agreement with other reports [19–21], we also noted that in later weeks of the experiment, both control and experimental flies experienced a decrease in daytime sleep and a reduction in sleep rhythm amplitude characterized by increased sleep duration during lighting transitions (Fig. 4a-d). Furthermore, both control and CCM-exposed male flies consistently slept more than their female counterparts (Fig. 4e-f), which is typical for *Drosophila* [22].

**Fig. 4:**
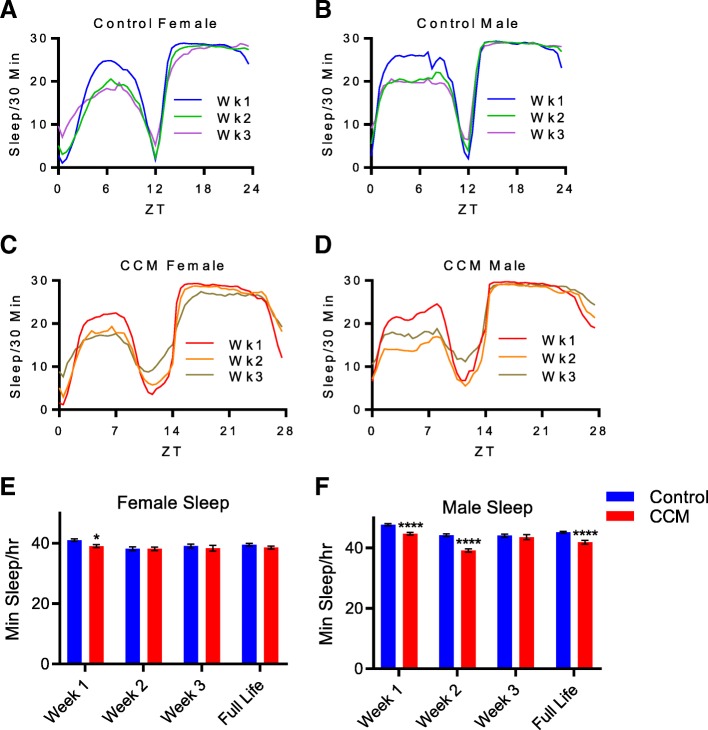
CCM causes minor reductions in sleep duration. **a**-**d** Mean sleep/30 min ± SEM is shown for female (**a** and **c**) and male (**b** and **d**) flies over the course of a single light-dark cycle averaged over one week. For control flies (**a** and **b**), an average 24-h day is shown, blue bars depict sleep during week 1, green bars depict sleep during week 2 and magenta bars depict sleep during week 3. For CCM-exposed flies (**c** and **d**), an average 28-h day is shown, red bars depict sleep during week 1, orange bars depict sleep during week 2 and brown bars depict sleep during week 3. **e**-**f** Mean min sleep/hr. ± SEM is shown for female (**e**) and male (**f**) flies for weeks 1, 2 and 3 and across the full life of the animals during exposure to control (blue) or CCM (red) conditions. For females, 2-Way ANOVA indicated a significant effect of treatment (F_(1, 866)_ = 5.17, *p* = 2.32E-2) and time (F_(3, 866)_ = 4.38, *p* = 4.52E-3) and Sidak’s posthoc test revealed a significant difference between control and CCM-exposed flies for week 1 (*p* = 2.81E-2), but not for week 2 (*p* = 0.999), week 3 (*p* = 0.919) or full life (*p* = 0.584). For males, 2-Way ANOVA indicated a significant effect of treatment (F_(1, 828)_ = 63.5, *p* < 1.0E-15) and time (F_(3, 828)_ = 31.4, *p* = 5.0E-15) and Sidak’s posthoc test revealed a significant difference between control and CCM-exposed flies for week 1 (*p* = 2.3E-5), week 2 (*p* = 3.39E-13), and full life (*p* = 1.96E-6) but not week 3 (*p* = 0.973)

Despite the fact that sleep architecture was generally unchanged, we found that both male and female flies exposed to CCM exhibited a minor yet significant reduction in sleep amount during the first week of behavioral monitoring (Fig. 4e-f). In males, this sleep reduction persisted into the second week and also manifested as a decrease in average sleep duration across the full life of the animals (Fig. 4f). Despite these differences, it is important to note that CCM flies still obtain a substantial amount of daily sleep, with male and female CCM-exposed flies getting ~ 93 and 95% of control levels, respectively. Nevertheless, because CCM resulted in significantly reduced sleep, it was possible that this accounted for the decreased longevity in CCM-exposed flies, especially since we found that in males, average daily sleep duration in the first week of life correlated with longevity (Fig. 5c-d). Similar findings have been reported previously [23, 24]. Week 2 sleep duration was also correlated with longevity in males, but this correlation was lost by week 3, suggesting that early life sleep is particularly impactful for lifespan determination. Interestingly, this relationship did not hold for females (Fig. 5a-b), which to our knowledge have not previously been tested for such a correlation.

**Fig. 5:**
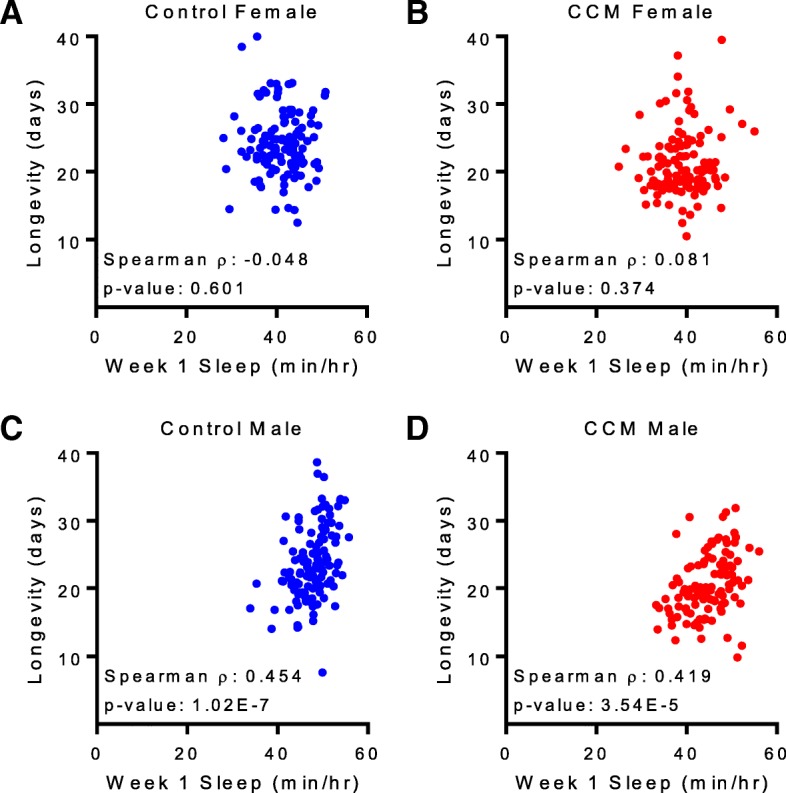
Baseline sleep duration correlates with longevity in male flies. **a**-**d** Mean sleep/hour during the first week of life is plotted against lifespan for flies exposed to either control (**a** and **c**; blue) or CCM (**b** and **d**; red) conditions. Each dot represents an individual fly. While female flies (**a** and **b**) showed no relationship, both control (**c**) and CCM-exposed (**d**) males showed significant, positive correlations between early life sleep and longevity. For control females, *n* = 121; Spearman rho = − 0.048 (95% confidence interval: − 0.230 to 0.137); *p* = 0.601. For CCM female, *n* = 123; Spearman rho = − 0.081 (95% confidence interval: − 0.103 to 0.259); *p* = 0.374. For control males, *n* = 125; Spearman rho = 0.454 (95% confidence interval: 0.249 to 0.563); *p* = 1.02E-7. For CCM males, *n* = 114; Spearman rho = 0.419 (95% confidence interval: 0.298 to 0.587); *p* = 3.54E-5

To further assess the effect of CCM and sleep on longevity, we used the Cox Proportional Hazard model. We first calculated hazard ratios for CCM and sleep time in univariate models. The hazard ratio is the ratio of the chance of death in one condition to the chance of death in the other condition at any point in time. If the hazard ratio is one, there is no difference in the rate of death between groups. A hazard ratio less than one indicates a beneficial effect on survival, while a hazard ratio more than one indicates a detrimental effect on survival. In male flies, the estimated hazard ratio for CCM in a univariate model is 1.94 (Table 1), indicating that CCM-exposed flies are 94% more likely to die at any point in time compared to control flies. The hazard ratio for week 1 sleep time in a univariate model is 0.74 (Table 1), indicating that for each additional hour of daily sleep a fly is 26% less likely to die at a given point.

**Table 1:** Effect of CCM and Sleep on Survival

Males			
Effect of CCM on Survival in Univariate Cox Proportional Hazard Model			
Variable	Hazard Ratio	Confidence Interval	Statistical Significance
CCM	1.94	1.49–2.53	*p* < 0.001 ***
Effect of Sleep Time on Survival in Univariate Cox Proportional Hazard Model			
Variable	Hazard Ratio	Confidence Interval	Statistical Significance
Sleep (Per Hour)	0.74	0.69–0.80	*p* < 0.001 ***
Effect of CCM and Sleep Time on Survival in Multivariate Cox Proportional Hazard Model			
Variable	Hazard Ratio	Confidence Interval	Statistical Significance
CCM	1.49	1.13–1.98	*p* < 0.01 **
Sleep (Per Hour)	0.77	0.71–0.83	*p* < 0.001 ***
Effect of CCM on Survival in Sleep-Matched Univariate Cox Proportional Hazard Model			
Variable	Hazard Ratio	Confidence Interval	Statistical Significance
CCM	1.37	1.02–1.85	*p* < 0.05 *
Females			
Effect of CCM on Survival in Univariate Cox Proportional Hazard Model			
Variable	Hazard Ratio	Confidence Interval	Statistical Significance
CCM	1.65	1.28–2.12	*p* < 0.001 ***
Effect of Sleep Time on Survival in Univariate Cox Proportional Hazard Model			
Variable	Hazard Ratio	Confidence Interval	Statistical Significance
Sleep (Per Hour)	0.97	0.91–1.03	*p* = 0.32

Because CCM shortens daily sleep time, we wanted to know if the effect of CCM on survival was due to the shortened sleep of these flies or if CCM was more detrimental than would be predicted by its effects on sleep time alone. We took two approaches. In one approach, we used a multivariate Cox Proportional Hazard Model with both treatment and week 1 sleep time in the model. The hazard ratio for CCM in the multivariate model was 1.49 (Table 1), indicating that misaligned flies were roughly 49% more likely to die than controls flies at a given point in time, even with sleep time held constant. Put another way, the risk of death for a CCM fly was roughly equivalent to the risk of death for a control fly with an hour and a half less sleep. In the other approach, we matched each control fly with a CCM fly with a similar sleep time and calculated a hazard ratio for CCM in this smaller, sleep-matched data set, which importantly also normalized overall activity levels in CCM flies. This produced a similar result, with a hazard ratio of 1.37 for CCM (Table 1). In female flies, the estimated hazard ratio for CCM in a univariate model was 1.65 (Table 1), although we note that the model assumption of proportional hazards is not upheld for female flies, as CCM has a stronger effect on survival at earlier time points. Sleep time did not significantly affect survival in female flies, so was not a potential confounding factor. It is therefore clear that the effect of CCM on survival in female flies is not due to its effects on sleep time. Together, these analyses demonstrate that the reduced longevity resulting from CCM is independent of the minor changes in activity and sleep that are associated with the daily 4-h phase delay schedule. This idea is further supported by the fact that CCM equivalently reduced lifespan in male and female flies (Fig. 1a and b) despite the fact that males and females have differences in baseline sleep and that CCM more strongly reduced sleep amount in males than females (Fig. 4e and f).

### CCM induces large-scale changes in gene expression

Having determined that CCM reduces lifespan independent of overt behavioral changes, we sought to identify changes at the molecular level that could underlie the physiological consequences of CCM. We therefore used whole-fly RNA sequencing to assess changes in gene transcription associated with prolonged circadian misalignment. 

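RNA was prepared from pools of 10 male and 10 female flies, and 3 such samples were sequenced for each of 4 conditions. Control flies had been kept with 12 h of light and 12 h of dark, and CCM-exposed flies with 14 h of light and 14 h of dark, a cycle of 28 h, for 2 or 3 weeks. The authors aligned the reads to the dm6 genome with STAR and counted them on genes with MMquant, which assigns reads that map to several genes to a merged gene. The values they deposited are these counts, without normalization, for the same 14413 features in every sample, of which 1173 are merged genes. Between 17842804 and 23687266 reads per sample were counted, with a median of 21231935. The totals at week 3 did not overlap between the groups, with 21506910 to 21925648 in CCM samples and 17842804 to 19162218 in control samples. Between 13455 and 13705 features had at least 1 count in a sample, and 3 counts in the smallest library correspond to 0.17 counts per 1000000 (CPM), a floor that covers counting error only.

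Differential expression was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment after TMM normalization, on the 6 samples of each pair of conditions and on the features that filterByExpr kept. Genes with an adjusted p-value under 0.1 were counted as differentially expressed, without a cutoff for fold change. The sample labels carry the letters A to C, and fits with the letter as a block are reported beside those without it. Counts of replicates differed by more than sampling noise, with a chi-square per degree of freedom between 18.7 and 101 for the pairs of replicates. The first principal component of the log2 CPM held 61.6% of the variance and separated the weeks, with scores from -59.4 to -10.1 at week 2 and from 22.4 to 51.5 at week 3. At week 3 the CCM samples scored from 38.2 to 51.5 on it and the control samples from 22.4 to 27.9, while at week 2 the groups overlapped. The component also followed gene length. Each sample's deviation from the mean was correlated across genes with log2 exonic length, at 0.04 to 0.56 in week 2 samples. In week 3 samples this correlation was -0.55 to -0.13. Within week 2 it was 0.56 at the lowest score and 0.04 at the highest. The component therefore does not part age or CCM from a trend with gene length.

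**Figure D1:**
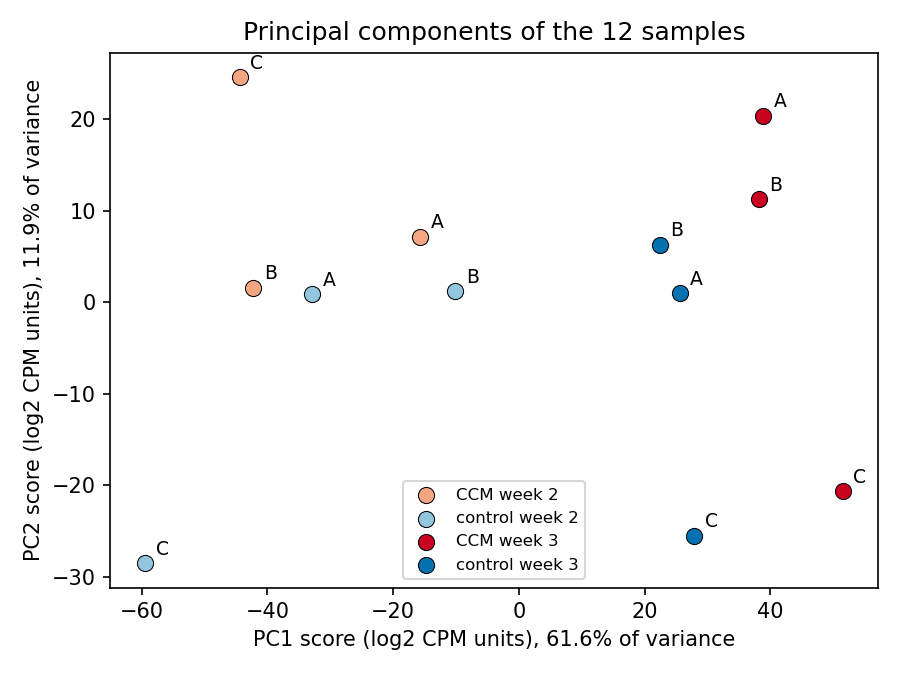
Scores of the 12 samples on the first and second principal components of the log2 CPM of 12530 features, in log2 CPM units, colored by condition and marked with the replicate letter. The first component (61.6% of the variance) parts week 2 from week 3, and the second holds 11.9%.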

For these experiments, we pooled male and female flies, which we reasoned would allow us to identify central, common mechanisms through which circadian misalignment reduces lifespan, even though this may obscure sex-specific gene expression changes.

We began by monitoring transcriptional changes following 2 weeks of CCM exposure. Somewhat surprisingly, only 7 genes were found to display differential expression at this time, with 6 downregulated and 1 upregulated by CCM (Fig. 6a-d and Additional file 1). 

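Of 12356 features tested at week 2, 0 had an adjusted p-value under 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 700 had an unadjusted p under 0.05. The smallest adjusted p was 0.71. The fit with the replicate letter as a block again gave 0, with 334 unadjusted, and the deviations of same-lettered CCM and control samples from their group means had a mean correlation of -0.06 across genes. DESeq2 with shrunken log2FC, the method that the paper names, moved this result most and gave 7 genes. These were the same 7 genes as in Additional file 1, and in the fit without shrinkage they ranked from 1 to 7 by p. CG3739 (FBgn0038702), on chromosome arm 3R from 19393360 to 19395188, had 65.6 ± 20.8 CPM (SD, n = 3) in CCM samples and 210 ± 3.95 CPM (SD, n = 3) in control samples. Its log2FC was -1.67 (standard error 0.27), and it stayed between -1.95 and -1.50 with each replicate left out in turn. The log2FC of b6 was -1.48 (standard error 0.27), and that of CG4562 was -0.73 (standard error 0.12). The upregulated gene, CG42792, had 1.13 ± 0.693 CPM (SD, n = 3) in CCM samples and 0.0138 ± 0.024 CPM (SD, n = 3) in control samples, the latter below the floor of a single library. Its log2FC of 5.80 without shrinkage therefore rests on few counts. For each of these 7 genes the 3 CCM values lay on the same side of the 3 control values, a separation for which an exact two-sided permutation test gives p = 0.1, the smallest that 3 samples against 3 allow.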

We then used a similar analysis to compare gene expression levels following 3 weeks of exposure to control or CCM conditions. This analysis identified 349 genes exhibiting differential expression, with 245 downregulated and 104 upregulated by CCM (Fig. 7a-d and Additional file 2). 

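At week 3, 12208 features were tested, and 2 had an adjusted p-value under 0.1, both downregulated by CCM, while 1462 had an unadjusted p under 0.05. CG18609 had an adjusted p of 0.041 and CG3739 of 0.056 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fitted with the replicate letter as a block, 1140 genes passed, 764 downregulated and 376 upregulated. The deviations of same-lettered CCM and control samples had a mean correlation of 0.45 across genes (0.23 to 0.57 for the 3 letters), against 0.18 or less with any other pairing of the letters. At week 2, where the real pairing had -0.06, another pairing reached 0.34, so such a value can also arise between samples of different letters. DESeq2 gave 354 genes, 247 downregulated and 107 upregulated, of which 353 also passed with the block. A fit of all 12 samples with a common estimate of the spread gave 0 genes, with 703 unadjusted. Of the 349 genes in Additional file 2, 344 were found by identifier among the counted features, 240 downregulated and 104 upregulated in the paper's list. All 344 changed in the direction the paper lists, each with an unadjusted p under 0.05. The list was selected on these same samples, so neither the direction nor the small p is a separate test. The log2FC of the 240 downregulated genes ranged from -1.28 to -0.27 with a median of -0.65, and that of the 104 upregulated genes from 0.25 to 2.42 with a median of 0.50. The downregulated genes had a median exonic length of 6721 bases and the upregulated genes of 1262, against 1898 for all features tested. Across genes, the week 3 log2FC had a correlation of -0.455 with log2 exonic length. When per-sample offsets that follow gene length were added to the fit with the block, 552 genes passed, 276 in each direction.

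**Figure D2:**
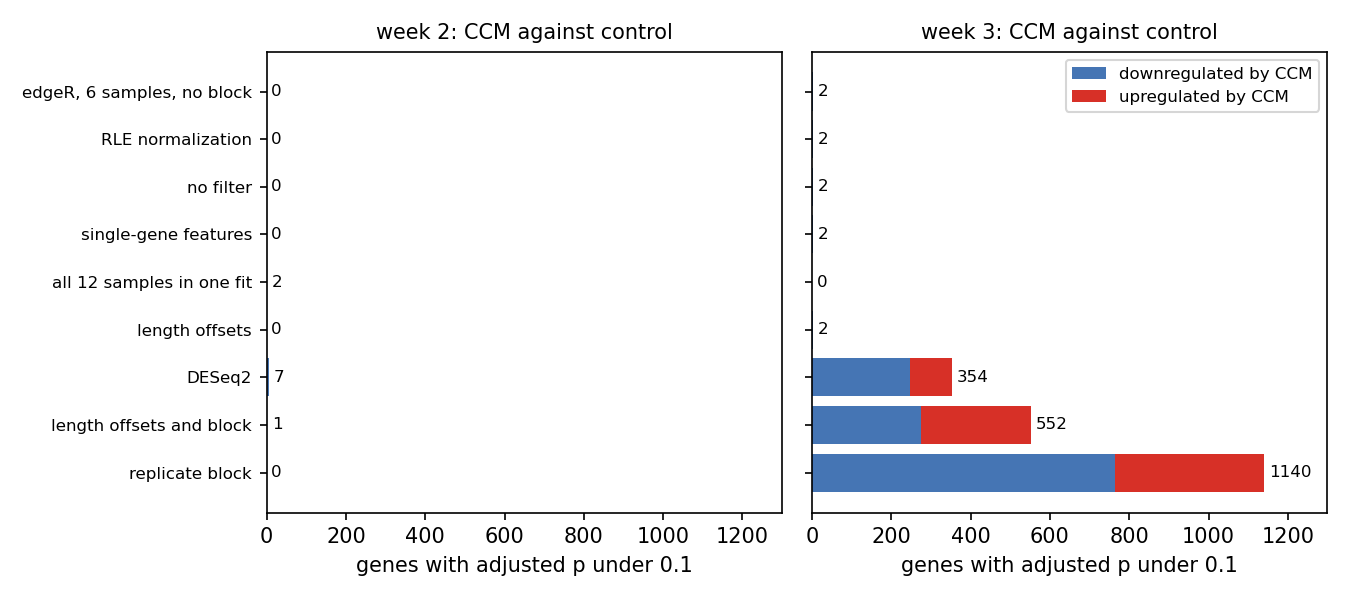
Number of genes with an adjusted p-value under 0.1 for CCM against control at week 2 and at week 3, under 9 ways of fitting the same counts, with downregulated and upregulated genes stacked in each bar. At week 3 the count ran from 0 with all 12 samples in a single fit (703 unadjusted) to 1140 with the replicate block.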

Importantly, qPCR analysis on a separate cohort of flies confirmed CCM-induced expression changes for several candidate genes (Fig. 6e). Finally, to compare the effects of chronic CCM exposure with those associated with normal aging, we also conducted a differential expression analysis with samples obtained following 2 or 3 weeks of exposure to control conditions. 

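Between the control samples of week 2 and week 3, 12200 features were tested and 3821 had an adjusted p-value under 0.1, 2115 lower and 1706 higher at week 3 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The replicate block gave 3032 genes, 1952 lower and 1080 higher, and the mean correlation of same-lettered deviations was 0.01. Leaving out a replicate moved the count most, from 1315 genes without control week 2 replicate A to 4953 without control week 2 replicate B. Across genes, the aging log2FC had a correlation of -0.425 with log2 exonic length. Length offsets without the block gave 3309 genes.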

We found that 4159 genes were differentially expressed between these two time points, with 2349 downregulated and 1810 upregulated in week 3 control samples compared to week 2 (Additional file 3). These represent genes that are regulated by aging independent of CCM exposure.

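The gene with the smallest p was the yolk protein gene Yp3, on chromosome X from 13759546 to 13761547, with 1100 ± 143 CPM (SD, n = 3) at week 2 and 259 ± 44 CPM (SD, n = 3) at week 3. Its log2FC was -2.09 (standard error 0.17, adjusted p = 0.0099 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The photoreceptor gene chp had a log2FC of -1.78 (standard error 0.16, adjusted p = 0.0099) and fell from 94.9 ± 11.4 to 27.7 ± 3.72 CPM (SD, n = 3 each). With length offsets the log2FC of chp was -1.35.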

**Fig. 6:**
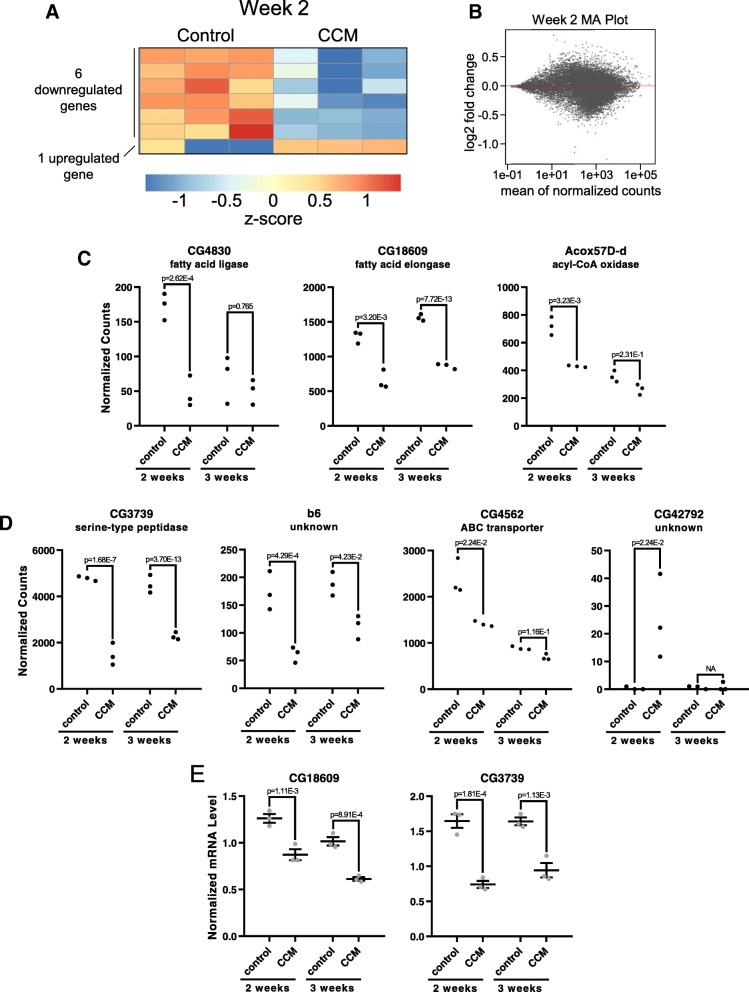
Gene expression changes following 2 weeks of CCM exposure. **a** Heatmap showing z-score of DEseq2 normalized counts for all genes found to be differentially expressed (at a FDR < 0.1) following 2 weeks of CCM or control conditions. Each condition includes 3 biological replicates. **b** MA plot for week 2 differential expression analysis. Log2 fold change (M) is plotted against average normalized gene expression (A). Red dots indicate differentially expressed genes. **c** Expression plots showing normalized gene expression levels for week 2 differentially expressed genes annotated with lipid metabolism functions. Expression levels are shown for both week 2 and week 3 differential expression analysis. Dots represent individual samples. Note that not all genes had statistically significant week 3 changes. Benjamini-Hochberg corrected *p* values are based on DEseq2 analysis. **d** Expression plots for other week 2 differentially expressed genes are graphed as in C. NA indicates that the gene was filtered out during DEseq2 analysis due to low count number. **e** qPCR analysis of CG18609 and CG3739 showing mRNA levels normalized to *actin5c* expression. Each dot represents a biological replicate and lines indicate means ± SEM. *p* values are based on ANOVA with Sidak’s posthoc test. *n* = 3 per group

**Fig. 7:**
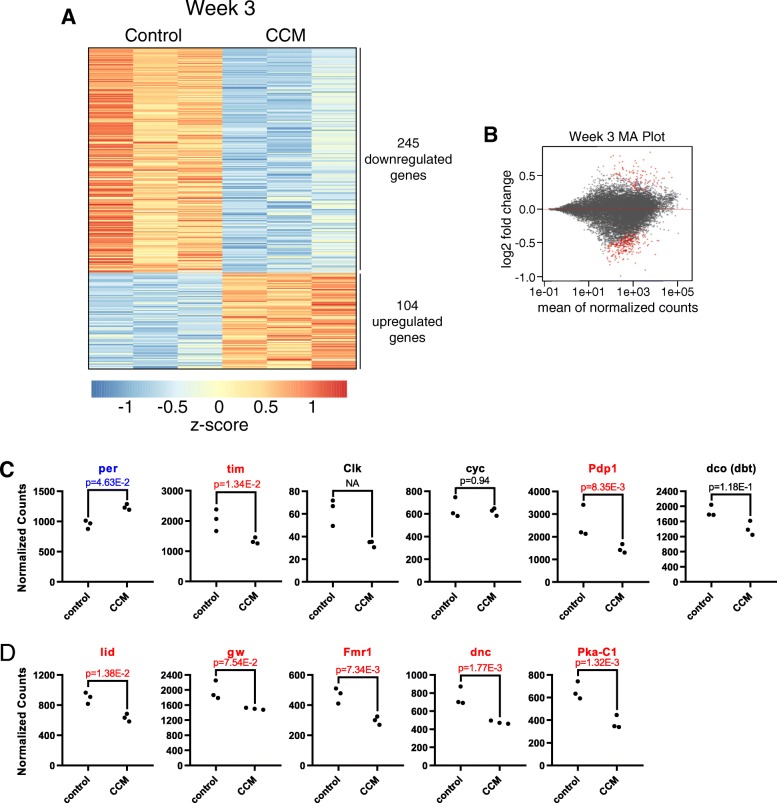
Large-scale changes in gene expression following 3 weeks of CCM exposure. **a** Heatmap showing z-score of DEseq2 normalized counts for all genes found to be differentially expressed (at a FDR < 0.1) following 3 weeks of control or CCM conditions. Each condition and time point includes 3 biological replicates. **b** MA plot for week 3 differential expression analysis. Log2 fold change (M) is plotted against average normalized gene expression (A). Red dots indicate differentially expressed genes. (**c**) Expression plots showing normalized gene expression levels of canonical core clock genes following 3 weeks of CCM or control conditions. Significantly upregulated genes (at a FDR < 0.1) are in blue and significantly downregulated genes are in red. Dots represent individual samples. (**d**) Expression plots of genes implicated in circadian rhythm regulation are graphed as in C. All genes in (**d**) were significantly downregulated by CCM

On a global level, we found that changes in gene expression in week 2 were positively correlated with week 3 changes (Fig. 8a). This suggests that the gene expression changes induced by circadian misalignment are persistent and progressive, although it should be stressed that the correlation between week 2 and week 3 changes was relatively weak and did not hold for all genes. 

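Across the 12107 genes kept at both time points, the week 2 and week 3 log2FC had a Pearson correlation of 0.226 and a Spearman correlation of 0.247. Genes are not independent replicates, so no p-value was computed across them. The block gave a Pearson correlation of 0.223, with the mean correlation of same-lettered deviations at -0.06 for week 2 and 0.45 for week 3, and with no filter on low counts it was 0.106. Leaving out a replicate moved it most, from -0.170 without control week 2 replicate C to 0.417 without control week 2 replicate B. In 6 of the 16 pairs of splits that parted the same-lettered samples, the real pair included, the absolute correlation was at least as large.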

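Since few genes passed the threshold at week 3 in the edgeR fit without the block, the lists of Additional file 2 were used, a choice made after seeing the data. Among the 104 upregulated genes the Pearson correlation between weeks was 0.241, and it stayed between 0.083 and 0.349 with each replicate left out in turn. Among the 240 matched downregulated genes it was -0.060, with a range of -0.275 to 0.200. In the fits with the replicate block these correlations were 0.265 and -0.101, with same-lettered deviations correlated at -0.06 for week 2 and 0.45 for week 3. Length offsets changed the sign among the downregulated genes, to 0.201.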

Interestingly, this correlative relationship persisted when we specifically looked at week 3 upregulated genes, but was not present among downregulated genes (Fig. 8b and c). Furthermore, the vast majority of week 3 upregulated genes had positive log2FC in week 2 (Fig. 8c). This demonstrates that genes that are strongly upregulated following 3 weeks of CCM exposure are already showing signs of upregulation by week 2, though these changes are not statistically significant at the 2-week time point.

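In the edgeR fits, 93 of the 104 upregulated genes in the paper's list had a positive log2FC at week 2, or 89.4% (95% Wilson interval 82 to 94), and their median week 2 log2FC was 0.28. In the week 2 fit with the block 92 did, with same-lettered deviations correlated at -0.06. Length offsets lowered the count to 85, and leaving out control week 2 replicate C to 75. Of the 240 downregulated genes, 109 had a negative log2FC at week 2, or 45.4% (39.2 to 51.7), with a median of 0.04. The intervals treat genes as independent, which they are not, and are narrower than the spread between samples. The share of downregulated genes ran from 15% without control week 2 replicate C to 77.5% without control week 2 replicate B.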

**Fig. 8:**
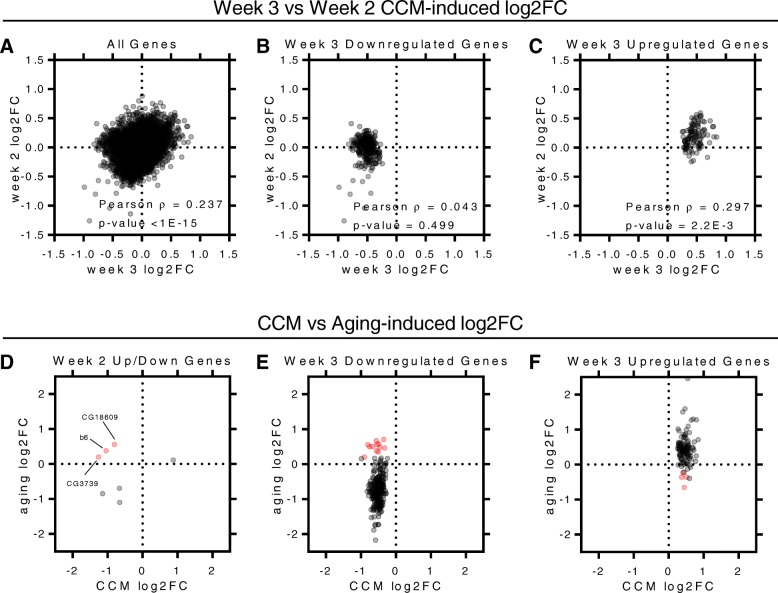
CCM-induced gene expression changes mirror those that occur during aging. (**a**-**c**) Scatterplots with week 3 CCM-induced log2FC graphed on the x-axis and week 2 CCM-induced log2FC graphed on the y-axis for all genes (**a**), week 3 downregulated genes (**b**) and week 3 upregulated genes (**c**). Each dot represented an individual gene. For all genes (**a**) *n* = 14,062; Spearman rho = 0.237 (95% confidence interval: 0.221 to 0.252); *p* < 1.0E-15. For week 3 downregulated genes (**b**) *n* = 245; Spearman rho = 0.043 (95% confidence interval: − 0.082 to 0.168); *p* = 0.499. For week 3 upregulated genes (**c**) *n* = 104; Spearman rho = 0.297 (95% confidence interval: 0.111 to 0.463); *p* = 2.20E-3. (**d**-**f**) Scatterplots with week 2 or 3 CCM-induced log2FC graphed on the x-axis and aging-induced log2FC graphed on the y-axis for all week 2 differentially expressed genes (**d**), week 3 downregulated genes (**e**), and week 3 upregulated genes (**f**). Each dot represents an individual gene. Red dots indicate genes that are oppositely regulated by CCM and aging. See Table 5 for a list of these oppositely regulated genes

Although expression changes in week 3 downregulated genes as a whole were not correlated with week 2 changes, there were several individual genes that were similarly affected following different CCM exposure times. Notably, 3/6 genes found to be downregulated following 2 weeks of CCM exposure were also identified as significantly differentially expressed in week 3, providing independent confirmation of these changes. 

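The 3 genes were CG3739, CG18609 and b6. At week 3, CG3739 had 122 ± 9.02 CPM in CCM samples and 243 ± 20.7 CPM in control samples (SD, n = 3 each), a log2FC of -1.00 (standard error 0.08). The log2FC of b6 (FBgn0024897) was -0.77 (standard error 0.18, adjusted p = 0.22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The block lowered the adjusted p to 0.012 for CG3739 and 0.054 for b6, with same-lettered deviations correlated at 0.45. The number of genes past the threshold at both time points was 0 in the edgeR fits with and without the block, since no gene passed there at week 2 (334 and 700 unadjusted). It was 1 with length offsets and the block, and 3 with DESeq2. In the week 3 samples, all values of the 3 genes were lower with CCM than in any control sample.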

The other 3 week 2 downregulated genes showed a trend towards decreased expression in week 3 samples; however, these genes also showed substantial age-related decreases in expression in control flies that somewhat mitigated the expression differences between control and CCM flies at the week 3 time point (Fig. 6c and d).

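CG4830, Acox57D-d and CG4562 had week 3 log2FC of -0.51 (standard error 0.59), -0.45 (standard error 0.15) and -0.38 (standard error 0.09), with adjusted p of 0.74, 0.28 and 0.22 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the fit with the replicate block, Acox57D-d had an adjusted p of 0.056, CG4562 of 0.04 and CG4830 of 0.28, with same-lettered deviations correlated at 0.45. Between control samples of week 2 and week 3 the same genes had log2FC of -1.00 for CG4830 (adjusted p = 0.094), -0.73 for Acox57D-d (adjusted p = 0.027) and -1.14 for CG4562 (adjusted p = 0.027). CG4562 has an exonic length of 6617 bases, and its week 3 log2FC was -0.12 with length offsets.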

### CCM-induced gene expression changes indicate cellular stress and organismal decline

To identify functional gene categories that were overrepresented among differentially expressed genes, we performed Gene Ontology (GO) term analysis. Although only a handful of genes were found to be differentially expressed following 2 weeks of CCM exposure, genes involved in lipid metabolism were overrepresented among this dataset, as 3/6 downregulated genes were annotated with this function (Table 2, Fig. 6c and Additional file 4). These included CG4830, which is predicted to act as a fatty acid ligase, CG18609, which is predicted to act as a fatty acid elongase important for the synthesis of very long chain fatty acids, and Acox57D-d, which is an acyl-CoA oxidase that contributes to lipid homeostasis. 

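CG4830 lies on 3R from 12208159 to 12210360 and had 2.09 ± 0.976 CPM in week 2 CCM samples and 7.62 ± 0.874 CPM in week 2 control samples (SD, n = 3 each), a log2FC of -1.86 (standard error 0.38). CG18609, on 2R from 18742517 to 18743626, had a week 2 log2FC of -0.95 (standard error 0.17). Acox57D-d, on 2R from 21389405 to 21392439, had 19.1 ± 0.231 CPM in CCM samples and 31.7 ± 2.93 CPM in control samples (SD, n = 3 each), a log2FC of -0.72 (standard error 0.07). For these 3 genes the difference was larger than the spread between replicates, while the adjusted p of each was 0.71 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.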

Although these genes are as of yet poorly characterized, their shared function in regulating lipid metabolism highlights a potentially important role of altered lipid homeostasis as an early mediator of the negative health consequences of CCM, especially as these week 2 gene expression changes occur prior to most CCM-induced death (Fig. 1). Notably, we found that CG18609 remained downregulated following 3 weeks of CCM exposure, while CG4830 and Acox57D-d were both strongly downregulated by aging such that expression levels in control flies were indistinguishable from CCM flies at this later time point (Fig. 6c and Additional file 1). Thus, for these two genes, it appears that CCM accelerates the age-related decline in expression, while for CG18609 the impact of CCM counteracts the normal aging-related increase in expression.

**Table 2:** Overrepresented GO Terms Associated with Week 2 Differentially Expressed Genes

GO ID	GO Term	Adjusted *p*-Value	Number of Genes	Fold Enrichment
GO:0006631	fatty acid metabolic process	3.00E-04	3	58.40
GO:0006082	organic acid metabolic process	1.38E-02	3	16.13
GO:0006629	lipid metabolic process	2.01E-02	3	14.18
GO:0016053	organic acid biosynthetic process	3.84E-02	2	32.40

Adjusted *p*-value is based on Bonferroni correction. Number of genes refers to genes annotated with that term out of the 6 week 2 downregulated genes. Fold enrichment is compared to the relative prevalence of genes annotated with the term in the full set of *Drosophila* coding genes.

GO term analysis for week 3 differentially expressed genes revealed 377 GO terms associated with week 3 downregulated genes, and these prominently included terms associated with developmental processes, regulation of gene expression, and biosynthetic pathways (Table 3 and Additional file 5). We also found several terms related to nervous system structure and function, including nervous system development, synapse assembly and organization, synaptic transmission, and behavioral processes such as learning and memory and generation of locomotor rhythms (Table 4). This latter category is of particular interest, and we found that CCM altered expression both of canonical core clock genes (Fig. 7c) as well as other genes that have been implicated in circadian regulation (Fig. 7d). 

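The genes that Additional file 5 lists under these terms were looked up in the week 3 fit. All 23 genes of synapse organization, 14 of synapse assembly, 17 of chemical synaptic transmission, 17 of learning or memory and 9 of locomotor rhythm had a negative log2FC with an unadjusted p under 0.05. The median log2FC of these terms ran from -0.68, for learning or memory and for chemical synaptic transmission, to -0.62 for locomotor rhythm. In the edgeR fit 0 of these genes had an adjusted p under 0.1, and all did with the replicate block, where same-lettered deviations had a mean correlation of 0.45. With length offsets and the block, 10 genes of synapse organization, 6 of synapse assembly, 8 of chemical synaptic transmission, 10 of learning or memory and 4 of locomotor rhythm passed. These lists were drawn from genes already selected as downregulated, so their direction is not a separate test.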

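Among the other circadian genes, Pka-C1 had 20.1 ± 3.25 CPM in week 3 CCM samples and 35.3 ± 4.18 CPM in week 3 control samples (SD, n = 3 each), a log2FC of -0.82 (adjusted p = 0.18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2FC was -0.68 for dnc, -0.67 for Fmr1, -0.52 for lid and -0.41 for gw, with adjusted p from 0.18 to 0.23. For each of these 5 genes all CCM values were lower than all control values. Their adjusted p with the replicate block lay between 0.03 and 0.042, with same-lettered deviations correlated at 0.45. Length offsets with the block left the log2FC of Pka-C1 at -0.60 (adjusted p = 0.035) and of Fmr1 at -0.48 (adjusted p = 0.048), both still past the threshold. The other 3 genes were not, with dnc, of 16683 bases in exonic length, at -0.21 (adjusted p = 0.18), lid at -0.24 (adjusted p = 0.14) and gw at -0.16 (adjusted p = 0.26).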

Interestingly, among core clock genes, we found that *timeless* and *Pdp1* were significantly downregulated while *period* was upregulated by CCM. These changes mirror those we and others have observed with normal aging (Additional Fig. 3) [25]. It is interesting that circadian misalignment alters the expression of circadian regulatory genes, despite the fact that our DD behavioral analysis failed to provide evidence for a damaged or dysfunctional molecular clock. 

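At week 3, tim (2L, 3493986 to 3508119) had 71.5 ± 5.31 CPM in CCM samples and 110 ± 19.4 CPM in control samples, and Pdp1 (3L, 7811458 to 7867369) had 78.2 ± 10.4 and 139 ± 38.8 CPM (SD, n = 3 each). The log2FC was -0.62 for tim and -0.84 for Pdp1. Transcripts of per (X, 2685580 to 2692780) rose from 51.2 ± 3.8 to 66 ± 2.57 CPM, a log2FC of 0.36. The adjusted p of each was 0.19 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the fit with the block it was 0.03 for tim, 0.039 for Pdp1 and 0.04 for per, with same-lettered deviations correlated at 0.45. Clk, cyc and dco had log2FC of -0.91, -0.07 and -0.42, with adjusted p of 0.26, 0.86 and 0.26, and of 0.087, 0.71 and 0.059 with the block. Length offsets with the block gave an adjusted p of 0.16 for Clk and 0.19 for dco, no longer past the threshold. The adjusted p there was 0.07 for tim, 0.1 for Pdp1 and 0.027 for per. The log2FC in that fit kept their signs, at -0.73 for Clk, -0.24 for dco, -0.34 for tim, -0.41 for Pdp1 and 0.53 for per. With aging in control flies, per had a log2FC of 0.59 (adjusted p = 0.037), tim of -0.39 (adjusted p = 0.12) and Pdp1 of -0.21 (adjusted p = 0.67). Length offsets changed the sign of the last 2, to 0.22 for tim and 0.65 for Pdp1, which have exonic lengths of 7039 and 12138 bases.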

One possibility to explain this discrepancy could be that peripheral clocks are more strongly affected by CCM, since our sequencing data was conducted on whole flies and rest:activity rhythms are mainly under the control of central brain clocks. It is also possible that changes in gene expression were too subtle to affect free-running rhythms, especially since central circadian clock function is robust to perturbations in clock gene expression [26].

**Table 3:** Overrepresented GO Terms Associated with Week 3 Differentially Expressed Genes

GO ID	GO Term	Adjusted *p*-Value	Number of Genes	Fold Enrichment
**--**Terms Associated with Downregulated Genes--				
GO:0048869	cellular developmental process	5.90E-34	109	3.6
GO:0048468	cell development	1.02E-32	97	4.0
GO:0030154	cell differentiation	1.13E-32	106	3.6
GO:0007275	multicellular organism development	1.02E-31	123	3.0
GO:0048731	system development	7.36E-29	102	3.4
GO:0048513	animal organ development	1.39E-21	76	3.7
GO:0007399	nervous system development	2.15E-21	72	3.9
GO:0010468	regulation of gene expression	7.02E-21	84	3.3
GO:0009888	tissue development	4.72E-20	69	3.8
GO:0032989	cellular component morphogenesis	1.11E-19	55	4.8
GO:0022008	neurogenesis	1.51E-19	62	4.2
GO:0009790	embryo development	7.70E-19	49	5.2
GO:0009889	regulation of biosynthetic process	7.12E-18	74	3.3
GO:0007389	pattern specification process	7.83E-18	46	5.3
GO:0051128	regulation of cellular component organization	2.56E-17	56	4.2
**--**Terms Associated with Upregulated Genes--				
GO:0009636	response to toxic substance	5.59E-05	10	9.0
GO:0051186	cofactor metabolic process	1.13E-04	12	6.5
GO:0006790	sulfur compound metabolic process	1.06E-03	9	7.6
GO:0061077	chaperone-mediated protein folding	6.69E-03	5	15.2
GO:0008340	determination of adult lifespan	9.98E-03	8	6.6
GO:0051085	chaperone cofactor-dependent protein refolding	1.02E-02	4	22.3
GO:0046680	response to DDT	1.21E-02	3	44.6
GO:0007568	aging	1.41E-02	8	6.3
GO:0009408	response to heat	1.83E-02	6	9.1
GO:0006979	response to oxidative stress	2.14E-02	7	7.1
GO:0055114	oxidation-reduction process	3.19E-02	14	3.3
GO:0009266	response to temperature stimulus	3.71E-02	7	6.5
GO:0034620	cellular response to unfolded protein	4.73E-02	4	15.3

Adjusted *p*-value is based on Bonferroni correction. Number of genes refers to genes annotated with that term out of the 245 week 3 downregulated genes or 104 week 3 upregulated genes. Fold enrichment is compared to the relative prevalence of genes annotated with the term in the full set of *Drosophila* coding genes.

**Table 4:** Overrepresented Nervous System Related GO Terms Associated with Week 3 Downregulated Genes

GO ID	GO Term	Adjusted *p*-Value	Number of Genes	Fold Enrichment
GO:0007399	nervous system development	2.15E-21	72	3.9
GO:0022008	neurogenesis	1.51E-19	62	4.2
GO:0061564	axon development	9.25E-11	30	5.3
GO:0050808	synapse organization	1.13E-06	23	4.7
GO:0007611	learning or memory	3.34E-06	17	6.2
GO:0050890	cognition	3.34E-06	17	6.2
GO:0007420	brain development	1.27E-04	13	6.6
GO:0040040	thermosensory behavior	6.09E-04	6	19.3
GO:0007416	synapse assembly	1.61E-03	14	4.9
GO:0045475	locomotor rhythm	4.24E-03	9	7.6
GO:0007417	central nervous system development	5.05E-03	17	3.7
GO:0007268	chemical synaptic transmission	1.34E-02	17	3.5

Adjusted *p*-value is based on Bonferroni correction. Number of genes refers to genes annotated with that term out of the 245 week 3 downregulated genes. Fold enrichment is compared to the relative prevalence of genes annotated with the term in the full set of *Drosophila* coding genes.

GO term analysis of week 3 upregulated genes suggested that CCM-exposed flies were experiencing high levels of cellular stress. We identified 17 overrepresented GO terms associated with week 3 upregulated genes, and these included functions such as response to toxic substances, unfolded protein response, response to oxidative stress, and determination of lifespan (Table 3 and Additional file 6). These findings demonstrating increased expression of stress-related genes, together with the downregulation of genes involved in developmental and biosynthetic processes, are consistent with the idea that CCM accelerates organismal decline.

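The genes that Additional file 6 lists under these terms all had a positive week 3 log2FC where they could be matched. They had already been selected as upregulated on these same samples, so their week 3 direction and small p are not a separate test. For response to toxic substance 9 genes were matched, with a median log2FC of 0.57, and for response to oxidative stress 7, with a median of 0.59. The 4 genes of cellular response to unfolded protein ranged from 0.33 to 2.42, and the 8 genes of determination of adult lifespan from 0.29 to 1.06. In the edgeR fit 0 of them had an adjusted p under 0.1, though all had an unadjusted p under 0.05, and all passed with the replicate block, with same-lettered deviations correlated at 0.45. With length offsets and the block, 9, 6, 4 and 7 genes of these 4 terms passed. All 8 genes of determination of adult lifespan were also higher at week 3 than at week 2 in control flies with an adjusted p under 0.1.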

In line with this, we noted that the majority of differentially expressed genes following 3 weeks of CCM exposure were also found to be similarly regulated by aging in control samples. Thus, 145/245 CCM downregulated genes and 50/104 CCM upregulated genes were similarly affected by aging (using a Benjamini-Hochberg FDR cutoff of 0.1 to identify genes differentially expressed with aging). Furthermore, an additional 50 CCM downregulated genes and 22 CCM upregulated showed a trend towards aging-related changes in the same direction (genes in which aging-related log2FC was in the same direction as the CCM-induced log2FC and had a Benjamini-Hochberg adjusted *p*-value between 0.1 and 0.3) (Additional file 2). This indicates that CCM may accelerate or exacerbate normal age-related changes in gene expression.

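The 2 genes past the week 3 threshold in the edgeR fit without the block, CG18609 and CG3739, both had a positive log2FC with aging, so 0 week 3 genes were lowered by both CCM and aging there (1462 features had an unadjusted p under 0.05 at week 3). When the replicate block was added, 363 of 764 downregulated and 114 of 376 upregulated genes also passed in the same direction with aging, with same-lettered deviations correlated at 0.45 for week 3 and 0.01 for aging. For the lists of Additional file 2, a comparison chosen after seeing the data, 116 of the 240 matched downregulated genes, or 48.3% (95% Wilson interval 42.1 to 54.6), were lower with aging at an adjusted p under 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 104 upregulated genes 49 were higher, or 47.1% (37.8 to 56.6). These intervals treat genes as independent and leave out the spread between samples. Among features on neither list, 16.8% were lower and 13.9% higher with aging. DESeq2 gave 144 and 50 genes of these lists, and length offsets gave 55 and 43.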

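In the edgeR fits a further 75 of the downregulated and 26 of the upregulated genes in the paper's lists changed in the same direction with aging at an adjusted p between 0.1 and 0.3. DESeq2 gave 48 and 22. Counted by sign alone, 219 of the 240 downregulated genes had a negative log2FC with aging, or 91.2%, and 93 of the 104 upregulated genes had a positive one. With length offsets these numbers were 162 and 87. Across all genes, the week 3 CCM log2FC and the aging log2FC had a Pearson correlation of 0.344, and of 0.175 with length offsets in both fits. The control samples of week 3 enter both comparisons, with opposite signs. From this shared regulation of CCM-altered genes by aging, the paper proposes that CCM may accelerate or exacerbate the age-related changes in gene expression.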

CCM-induced gene expression changes could directly result from circadian misalignment or could simply reflect the negative health state of the animal, especially after 3 weeks of exposure to aberrant lighting schedules. For genes that are similarly regulated by these two processes, it is difficult to differentiate between these possibilities. It is undoubtedly the case that some genes are convergently regulated by CCM and aging and therefore that genes that are similarly affected by these two processes may be important and direct contributors to the effects of CCM. However, we were particularly interested in finding genes that were specifically regulated by CCM with respect to aging, because these gene expression changes could be unequivocally identified as direct consequences of CCM. We therefore searched for genes that had statistically significant changes in gene expression due to CCM that exhibited changes in the opposite direction with aging. We used a somewhat relaxed FDR cutoff of 0.3 for aging-related changes in expression in this case, which we reasoned would allow us to pinpoint genes that were either oppositely regulated by CCM and aging or, at the very least, were significantly altered by CCM and unchanged by aging. Notably, only 12 CCM downregulated genes and 4 CCM upregulated genes satisfied these criteria (Table 5). 

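The 2 genes past the week 3 threshold in the edgeR fit, CG18609 and CG3739, also met the criterion for an opposite change with aging. In the blocked fits 38 downregulated and 17 upregulated genes met it, with same-lettered deviations correlated at 0.45 for week 3. Of the genes in the paper's lists, 13 downregulated and 4 upregulated genes met it, and DESeq2 gave 12 and 4. With length offsets in the aging fit, 37 and 8 did. Each of the 16 genes of Table 5 kept its opposite directions when the comparisons were made with different control samples of week 3, in all 6 divisions of these samples, though they had been chosen for this pattern on the same samples. Among the transporters, CG10960 had 393 ± 28.6 CPM in CCM samples and 658 ± 65.2 CPM in control samples at week 3 and 458 ± 36.4 CPM in control samples at week 2 (SD, n = 3 each).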

Significantly, analysis of the oppositely regulated genes demonstrated an overrepresentation of genes involved in lipid metabolism as well as transmembrane transport. The overrepresentation of lipid metabolism genes again highlights alterations in this functional category as possibly mediating the negative health consequences of CCM. Among these genes, the fatty acid elongase CG18609 was found to be significantly downregulated following both 2 and 3 weeks of CCM and to be significantly upregulated during normal aging (Table 5). Thus, its function in lipid metabolism combined with its gene expression profile make CG18609 an attractive candidate for future investigations into the negative effects of CCM.

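CG18609 (FBgn0034382) had 29.1 ± 5.7 CPM in CCM samples and 56.7 ± 3.84 CPM in control samples at week 2, and 46 ± 2.21 CPM and 84 ± 2.4 CPM at week 3 (SD, n = 3 each). At both time points every CCM sample was lower than every control sample. The log2FC at week 3 was -0.87 (standard error 0.04), and with each replicate left out in turn it stayed between -0.90 and -0.84. With the replicate block the adjusted p was 0.012 at week 3 and 0.9 at week 2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with same-lettered deviations correlated at 0.45 and -0.06. With aging in control flies the log2FC was 0.57 (standard error 0.06, adjusted p = 0.027), and 0.38 with length offsets. The change of its CCM effect between the weeks, tested as an interaction over all 12 samples, was 0.09 on the log2 scale (adjusted p = 0.97).

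**Figure D3:**
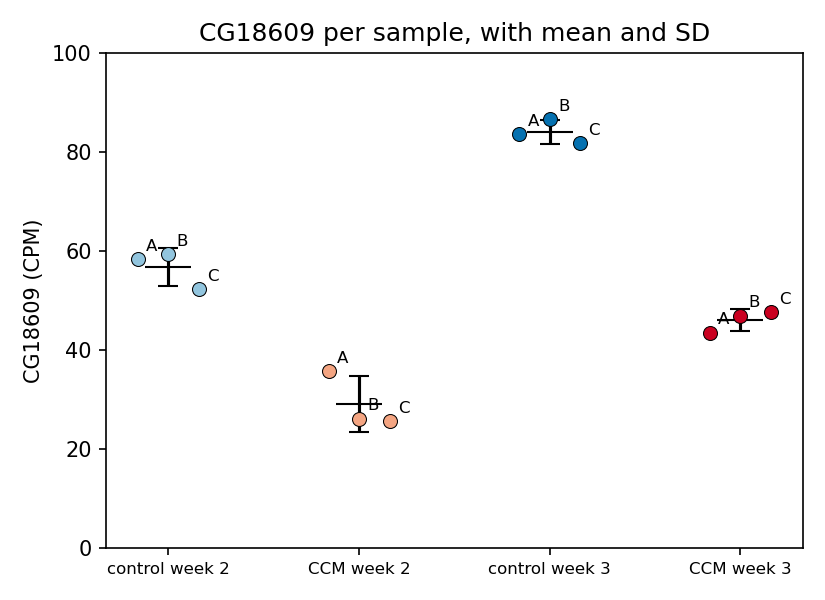
CPM of CG18609 in each of the 12 samples, marked with the replicate letter, by condition; horizontal bars give the mean and error bars the SD of 3 samples. The means were 56.7 and 29.1 CPM in control and CCM samples at week 2, and 84 and 46 CPM at week 3.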

**Table 5:** Genes Oppositely Regulated by Circadian Misalignment and Aging

gene name	week 3 log2FC	week 3 *p*-adj	aging log2FC	aging *p*-adj	function
--Downregulated with CCM; Upregulated with Aging--					
*CG3739*	*−0.90*	*3.70E-13*	*0.20*	*2.38E-01*	*dipeptidyl-peptidase activity; serine-type peptidase activity*
*CG18609*	*−0.80*	*7.72E-13*	*0.56*	*4.94E-04*	*fatty acid elongase activity*
CG34180	−0.75	1.46E-03	0.50	1.04E-01	unknown
CG10960	−0.67	1.49E-06	0.51	4.81E-03	carbohydrate:proton symporter activity; glucose transmembrane transporter activity
CG11741	−0.56	4.57E-02	0.67	3.26E-02	unknown
*b6*	*−0.55*	*4.23E-02*	*0.38*	*1.79E-01*	*unknown*
Uro	−0.54	2.75E-02	0.57	3.79E-02	urate oxidase activity
rost	−0.51	2.96E-02	0.35	1.14E-01	unknown
CG4607	−0.48	7.35E-03	0.58	1.96E-04	carbohydrate:proton symporter activity; glucose transmembrane transporter activity
CG15096	−0.46	9.90E-02	0.48	4.42E-02	transmembrane transporter activity
CG9459	−0.35	8.04E-02	0.71	1.34E-03	fatty acid elongase activity
CG14464	−0.33	9.77E-02	0.46	1.09E-02	unknown
--Upregulated with CCM; Downregulated with Aging--					
CG5804	0.51	7.70E-03	−0.36	1.68E-01	fatty-acyl-CoA binding
CG5767	0.45	4.87E-02	−0.65	6.97E-03	unknown
CG34330	0.41	3.14E-02	−0.22	2.57E-01	unknown
AsnS	0.37	7.58E-02	−0.36	8.08E-02	asparagine synthase (glutamine-hydrolyzing) activity; protein homodimerization activity

log2FC determined by DEseq2 using shrinkage estimation. *p*-adj is the False Discovery Rate (FDR) as determined by Benjamini-Hochberg correction. Italicized genes were also significantly downregulated following 2 weeks of CCM exposure.

## Discussion

We have chronically exposed flies to aberrant lighting schedules in order to better characterize the behavioral, physiological and molecular consequences of circadian misalignment. Our findings of reduced longevity demonstrate the profound consequences of CCM, and are in line with a number of other studies conducted in flies and mammals. In one of the earliest studies to test the functional significance of circadian rhythms in animals, Pittendrigh and Minis demonstrated that exposure of fruit flies to long (27-h) or short (21-h) days (the equivalent of daily 3-h phase delays or advances) resulted in reduced lifespan [10], and these findings were later corroborated by similar studies in blowflies [11]. In mammalian models, as in invertebrate systems, studies have consistently demonstrated negative health consequences of CCM, particularly for aged or disease-prone animals. Chronic misalignment has been found to increase mortality in aged mice [14], immune-challenged mice [13] and mice and hamsters prone to cardiovascular disease [15] and cancer [17]. In addition to these studies demonstrating that CCM can exacerbate or hasten disease progression, misalignment has also been found to decrease longevity in otherwise healthy mammals. For example, reduced lifespan was observed in mice exposed to an extremely short 8-h light-dark cycle, an effect that was absent in mutant mice that lacked a functional molecular clock [16]. More recently, it was demonstrated that wildtype mice exposed to weekly phase shifts exhibited signs of neurodegeneration, kidney disease, ulcerative dermatitis, and cancer, and these were associated with reduced lifespan [9]. It should be noted that CCM paradigms in mammals have typically involved less frequent phase shifts than paradigms used in flies. It is likely that the severity of the consequences of CCM will vary depending on the extent and duration of misalignment.

The effects of exposing organisms to non-24-h light cycles provided the basis for Pittendrigh’s theory of circadian resonance, which stated that organisms function best when the difference between endogenous circadian period and environmental cycles is small, thus minimizing the magnitude of daily circadian clock adjustments [10]. Other studies have directly tested the resonance theory by showing that the negative consequences of exposing animals to non-standard length days were at least partially ameliorated in mutant animals whose endogenous period matched that of the aberrant lighting schedule [12, 27–29]. In general, these studies demonstrate that large daily adjustments to the circadian clock are detrimental to organismal health.

CCM could negatively influence organismal health for several reasons, which are not mutually exclusive. First, misalignment could result in a loss of the extrinsic advantage of circadian rhythms to properly time behavioral and physiological processes with respect to external environmental conditions. This possibility is supported by studies of wild-caught chipmunks, in which surgical destruction of the central circadian clock led to premature death, likely due to mistimed activity leading to higher rates of predation [30]. However, in controlled laboratory experiments such as those we have conducted, which include ad libitum food availability and a lack of predation, it is unlikely that extrinsic factors play a prominent role in producing adverse health effects such as decreased longevity. One exception, however, is that some physiological processes may be optimized to occur in either the light or dark. If this were the case, then we would expect our CCM flies to be negatively affected since they show evidence of mistimed behavior, particularly in the hours preceding lighting transitions, which suggests that other physiological processes may be similarly mistimed.

A second possibility is that CCM causes internal desynchrony such that physiological and behavioral processes become disordered with respect to one another. This is thought to be a major cause of jetlag symptoms in mammals, as studies have shown that clocks in different tissues resynchronize to phase shifts at different rates [31]. Furthermore, studies in humans have shown that gene expression rhythms in peripheral tissues quickly dampen under conditions of imposed circadian misalignment, likely due to a loss of synchronization between behavioral schedules and the central circadian clock [32, 33]. It is unclear to what extent this type of internal desynchrony occurs in flies. Our locomotor activity tracking demonstrated apparent entrainment of rest:activity rhythms to the 28-h day produced by daily 4-h phase delays; however, further studies are necessary to assay clock protein cycling in central and peripheral tissues under these conditions to determine whether molecular clocks are indeed entrained to long or short environmental cycles and to test whether central and peripheral oscillators remain synchronized to one another. Even if entrainment is occurring, the substantial discrepancy between the 28-h environmental cycles and the ~ 24-h endogenous period of the fly may be challenging the efficiency of the endogenous clock in CCM flies, as substantial daily adjustment to the phase of the clock would be required. Furthermore, CCM conditions could still result in transient desynchrony occurring on a daily basis, especially towards the end of the extended dark period because clock cycling cannot be adjusted by entrainment mechanisms until subsequent light exposure.

Circadian misalignment could also indirectly affect health secondary to changes in overall activity or sleep levels, which are known to accompany CCM [4, 7, 8]. In general, we found only very modest effects of CCM on sleep duration in flies. Importantly, there was no correlation between sleep amount and longevity in female flies, which indicates that the slightly reduced sleep exhibited by CCM females in the first week of the experiment could not account for their reduced longevity. Furthermore, although sleep amount and longevity were correlated in males, multivariate models demonstrated that CCM decreased longevity to a further extent than what would be expected based on the effect of CCM on sleep. Thus, while sleep disturbances undoubtedly contribute to the negative consequences associated with CCM in humans, our results clearly demonstrate that CCM can reduce lifespan independent of its effects on sleep.

To better understand the proximal causes of the adverse health effects of CCM, we conducted RNA sequencing of flies following 2 or 3 weeks of circadian misalignment. Notably, the 2-week time point occurs prior to most CCM-induced death, which we reasoned would allow us to identify early molecular changes directly associated with CCM as opposed to nonspecific changes occurring as a consequence of CCM-induced organismal decline. Consistent with the relatively healthy state of CCM-exposed flies at 2 weeks, we found few genes that exhibited significant up- or downregulation at this time. Nevertheless, analysis of differentially expressed genes demonstrated an overrepresentation of those associated with lipid metabolism. The relatively early expression changes in these genes suggests that alterations in lipid metabolism could underlie the initial consequences of CCM.

In addition to investigating gene expression changes associated with CCM, we analyzed control samples to identify genes regulated by aging independent of circadian misalignment. Notably, we found that many more genes were differentially expressed in response to aging compared to CCM. The aging-related genes we observed included many known to be upregulated with aging. 

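The heat-shock genes Hsp22 and Hsp70 were counted as merged genes, Hsp22 with Hsp67Bb and Hsp70Aa with Hsp70Ab, so the counts do not separate the members of each. The merged gene with Hsp22 rose from 269 ± 60.4 CPM at week 2 to 1655 ± 291 CPM at week 3 in control flies (SD, n = 3 each), a log2FC of 2.62 (standard error 0.24). The merged Hsp70 gene rose from 11 ± 1.19 to 34.5 ± 1.91 CPM (SD, n = 3 each), a log2FC of 1.65 (standard error 0.10). They ranked 2 and 4 by p among the features tested, each with an adjusted p of 0.0099 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).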

For example, we found that the heat-shock genes *hsp22* and *hsp70* were upregulated with aging and were both among the top 5 differentially expressed genes in our analysis. These genes have been found previously to be robustly upregulated with aging in fly heads and whole flies [25, 34].

In order to identify gene expression changes specific to CCM exposure, we isolated genes in which the consequences of CCM were opposite those of aging. Interestingly, genes involved in lipid binding and metabolism were also overrepresented among this dataset, further pointing towards an important contribution of altered lipid homeostasis in mediating the negative effects of CCM. Given the wide range of functions associated with lipid metabolism, more focused experiments will be necessary to determine the specific contribution of the genes implicated in our studies to the negative consequences of CCM. However, it is of note that several candidate genes are involved in fatty acid elongation, which is essential for the creation of very long-chain fatty acids and sphingolipids that make up integral parts of cell membranes and have been implicated in diverse processes including cell growth and cell signaling [35]. This includes CG18609, which is a fatty acid elongase that we found to be significantly downregulated following both 2 and 3 weeks of CCM. CG18609 normally increases in expression as flies age, which indicates that the gene expression changes are specific to CCM and are not simply occurring alongside CCM-induced organismal decline. Interestingly, lipid metabolism has been linked to aging processes [36]. Furthermore, genes involved in lipid metabolism were also recently found to be acutely dysregulated in human skeletal muscle following a 12-h phase shift [37] as well as in livers of mice exposed to weekly 8-h phase shifts [9], which suggests that lipid metabolism may be affected by CCM across multiple species.

In order to control for circadian variation in gene expression, we extracted our RNA samples between ZT0–3 in both CCM and control flies. At this time, most flies in both groups are awake and active. However, we cannot rule out that some gene expression changes observed in CCM flies reflect the increased activity in the preceding few hours due to the prolonged morning anticipation in these flies, or to potential differences in feeding behavior associated with this prolonged activity. An assessment of gene expression in CCM flies across multiple circadian time points and behavioral states would help to differentiate between these possibilities.

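Whether the effect of CCM differed between week 2 and week 3 was tested as the interaction of schedule and week over all 12 samples. Of 12530 features, 0 had an adjusted p-value under 0.1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 570 had an unadjusted p under 0.05. With the replicate block the count was 0 (729 unadjusted), with same-lettered deviations correlated at -0.06 in week 2 and 0.45 in week 3. DESeq2, run here without shrinkage, gave 1 gene, dpy, with a log2FC of -1.73 (adjusted p = 0.0019). DESeq2 was not fitted with length offsets, so a trend with gene length was not tested for this gene in that fit.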

Many more genes exhibited differential expression following 3 weeks of CCM compared to only 2 weeks. This difference may be due to a progressive dysregulation of expression such that changes are underway by week 2 that are too subtle to detect with whole fly RNA sequencing. The fact that there was an overall correlation between gene expression changes in weeks 2 and 3 supports this idea. On the other hand, it is possible that many of the gene expression changes observed in week 3 reflect general organismal decline, which appears to be accelerated in CCM-exposed flies. In fact, we saw substantial overlap between genes altered by CCM and those that exhibited expression changes due to aging. These included upregulation of stress-response genes and downregulation of genes involved in development and regulation of gene expression. In addition, we observed dysregulation of a number of genes involved in neuronal function, including those responsible for generation of circadian rhythms. This may indicate that molecular clock function is compromised, which could in turn exacerbate the negative health consequences of CCM, especially as the circadian clock protects against oxidative stress in aged flies [25, 38]. However, given that we found no effect of CCM on free-running behavioral rhythms, which are controlled by the central clock, our results are more consistent with reduced circadian function of peripheral clocks. Tissue-specific RNA sequencing in the face of circadian misalignment would help to determine whether this is the case. If peripheral clock function is indeed altered, then the reduced longevity produced by CCM could be a consequence both of the acute physiological effects of misalignment and a reduced ability to effectively mitigate those effects.

## Conclusions

Our results confirm that CCM is associated with severe, adverse consequences, including reduced lifespan. We furthermore show that the negative health effects of CCM can occur independent of changes in sleep amount, which indicates that frequent circadian phase shifts are inherently unhealthy, likely due to behavioral and physiological processes occurring at sub-optimal times. Finally, our RNA sequencing analysis demonstrates that CCM produces large-scale changes in gene expression, and in particular identifies genes involved in lipid metabolism as being potentially important mediators of the negative health consequences of CCM. These studies identify candidate molecules and pathways that can be targeted in future studies to further delineate the etiology of CCM-induced organismal decline. Our findings have important implications for the large number of people who routinely follow behavioral schedules that run outside the dictates of their internal circadian clocks.

## Methods

### Longevity analysis

Prior to behavioral experiments, fly stocks were maintained in 6 oz. square-bottom polypropylene bottles (Fisher Scientific) with standard cornmeal-molasses food on a 12:12 light:dark (LD) cycle at 25 °C. For longevity experiments, male and female iso31 flies [39] were collected under light CO_2_ anesthesia within 1 day of eclosion. Individual flies were loaded into glass tubes containing a 5% sucrose and 2% agar food source for locomotor activity analysis with the Drosophila Activity Monitoring (DAM) system (Trikinetics, Waltham, MA). Humidity and temperature-controlled incubators (Percival, Perry IA) were used to expose flies to either a 24-h schedule (LD 12:12; control group), or a 28-h schedule (LD 14:14; CCM group), which results in daily 4-h phase delays. A 28-h schedule was chosen because previous studies indicated a more severe consequence of long versus short days on Drosophila lifespan [10] and because a daily 4-h phase shift results in CCM-exposed flies completing 6 full LD cycles in a week such that total weekly light and dark exposure was equivalent between CCM and control flies. Incubator temperature was held constant at 25 °C and humidity levels were kept between 70 and 80%. Temperature, humidity and light intensity were checked regularly to ensure uniformity between experimental groups. Flies were transferred to new tubes each week to supply fresh food. Occasionally, flies escaped during transfer to new tubes, and these flies were excluded from all analyses. Longevity analysis was conducted in two independent experiments, each of which included 64 male and female flies for each condition. Because consistent results were observed between these two experiments, we combined data for analysis.

The DAM system records each time a fly breaks an infrared beam that bisects the center of each glass tube. Longevity was determined by identifying the last minute that a beam break occurred. Occasionally we observed “ghost” readings, where single beam breaks were detected after extended periods of inactivity. Thus, we ignored isolated activity bins that occurred > 12 h after previous activity. Data were collected until all flies in the experiment were dead. Fly lifespans were analyzed with the Log-rank test (GraphPad Prism 7), with *p* < 0.05 considered significant.

### Locomotor activity and sleep analysis

Analysis of locomotor activity rhythmicity was performed with ClockLab software (Actimetrics, Wilmette, IL). Locomotor activity rhythm period and strength (power) were determined with chi^2^ periodogram analysis. Rhythm power was defined as the amplitude of the periodogram line at the dominant period minus the chi^2^ significance line at a significance of *p* < 0.01. Weekly LD rhythmicity was concurrently determined for the same group of flies that were used for longevity experiments. In a separate group of flies, the period and power of free-running rhythms under conditions of constant darkness (DD) were calculated to assess the health of the endogenous circadian clock. These flies were exposed to control or CCM conditions for 1–3 weeks and then transferred to DD for an additional week for rhythmicity analysis. Because fly activity is affected by transfer between LD and DD incubators, the first day of DD was not included in rhythmicity analysis. For all rhythmicity analyses the bin length was 1 min. 2-Way ANOVA followed by Sidak’s posthoc test (GraphPad Prism 7) were used to compare rhythm strength between control and CCM flies at the different time points, with *p* < 0.05 considered significant.

The average (normalized) function in ClockLab was used to create mean normalized activity plots in Fig. 3i. Flies were kept in LD 14:14 (CCM) or 12:12 (control) conditions for 2 weeks prior to transfer to DD, and graphs show the final 3 days in LD followed by the first 3 days in DD.

Sleep was defined as 5 consecutive minutes of inactivity [40] as determined by a custom-developed Excel formula. 2-Way ANOVA followed by Sidak’s posthoc test (GraphPad Prism 7) were used to separately compare activity (in mean beam breaks/min) and sleep amount (in mean min/hr) between control and CCM flies for week 1, week 2, week 3, and full-life, with p < 0.05 considered significant. For full-life measurements, we removed the last three days of life from analysis because flies exhibited reduced activity during this time, making it difficult to separate sleep from an aging-induced decreases in locomotor activity.

For weekly rest:activity rhythm period and power as well as activity amount and sleep duration analysis, only flies that survived through the entire week were included and thus the number of flies analyzed varied between weeks. For female control flies, 121 flies survived through week 1, 118 survived through week 2, 92 through week 3, and 26 through week 4. For female CCM flies, 123 survived through week 1, 119 through week 2, 52 through week 3, and 13 through week 4. For control male flies, 125 survived through week 1, 124 through week 2, 84 through week 3, and 27 through week 4. For CCM male flies, 115 survived through week 1, 107 through week 2, 44 through week 3, and 6 through week 4. Thus, these are the ns for experiments depicted in Figs. 3 and 4. For Fig. 2, ns are slightly smaller since analysis was conducted starting from ZT18 on day 1 to ZT18 of day 8 for each week instead of starting at ZT0, and a handful of flies died between ZT0 and ZT18 at the end of the week.

Spearman’s rank test (GraphPad Prism 7) was used to calculate the correlation between sleep and longevity, with *p* < 0.05 considered significant. To further assess the effect of CCM and sleep time on longevity the Cox Proportional Hazard model was used. Hazard ratios for CCM and sleep time were first calculated in univariate models. For male flies, a multivariate Cox Proportional Hazard Model was also used with both treatment and week 1 sleep time in the model to determine if CCM reduced lifespan independent of its effects on sleep duration. In a separate approach, each control fly was matched with a CCM-exposed fly with a similar sleep time (within 0.5 min/hr) and a hazard ratio for CCM was calculated in this smaller data set.

### RNA sequencing

Male and female iso31 flies were exposed to 2 or 3 weeks of control or CCM conditions in DAM monitors as described above. 10 male and 10 female flies were collected for each sample (3 CCM and 3 control samples at each time point, 12 total) and total RNA was extracted at ZT0–3 with TRIreagent (Molecular Research Center, Inc., Cincinnati, OH) according to the manufacturer’s recommendations. Following phase separation, samples were additionally subjected to DNAse treatment and purification with the Zymo Direct-zol RNA kit (Zymo Research, Irvine, CA). All samples passed quality control with RIN > 7.2 and a 260/280 ratio > 2.0. Library preparation with the NEB Next Ultra II kit and subsequent 150 base pair, paired-end RNA sequencing on the Hi-Seq platform were conducted by Novogene (Davis, CA).

Approximately 21–28 million raw reads were obtained per sample. Novogene filtered raw reads to remove reads containing adapters, reads containing *N* > 10% (N represents the bases that cannot be determined), and reads containing Phred quality score ≥ 5 over more than 50% of the read. Following filtering, > 94.78% of reads remained for each sample.

### Differential gene expression analysis

Reads were mapped to Dmel Reference Genome (dm6) with RNA Star [41] in Galaxy (using the public Galaxy server at usegalaxy.org). Drosophila_melanogaster.BDGP6.87.gtf was used for the annotation file and filtered to remove all non-coding genes because we were interested in identifying differentially expressed genes that encode for proteins. The aligned BAM files were processed with MMquant [42] to quantify the number of reads that mapped to each gene. MMquant allows for quantification of duplicated genes by creating merged genes out of different genes for which the sequence is multiply mapped.

DEseq2 [43] in Galaxy was used to identify genes exhibiting differential expression between CCM and control samples at the 2- and 3-week time points. We used a Benjamini-Hochberg FDR cutoff of 0.1 to determine differentially expressed genes, but used no cutoff for fold-change (FC), which was generally in the moderate range (log2FC ranged from − 1.26 to 0.88). DEseq2 uses shrinkage estimate to generate a conservative estimate of FC.

We also used DEseq2 to assess aging-related changes by comparing gene expression in control samples between week 2 and 3. We then identified genes among the 349 that were found to be up- or downregulated following 3 weeks of CCM that were oppositely regulated by aging, which included those with a log2FC in the opposite direction as that produced by CCM and that were significant with a FDR cutoff of 0.3.

We used the Pearson correlation coefficient (GraphPad Prism 7) to assess the correlation between the CCM-induced log2FC in gene expression between week 2 and week 3 for all genes as well as the subsets of genes found to be up- or downregulated following 3 weeks of CCM. *p* < 0.05 was considered significant.

### Gene ontology (GO) term analysis

GO term analysis for Biological Function was performed with Princeton University’s GOTermFinder (http://go.princeton.edu/cgi-bin/GOTermFinder). Analysis was done separately for up- and down-regulated genes from each week. Because some genes have unique as well as overlapping sequences and therefore showed up more than once in the MMquant output, we manually curated the differentially expressed gene list to include only one incidence of each gene for gene ontology analysis. We provided the background gene list which consisted of all genes tested for differential expression. The Bonferroni-corrected *p*-value cutoff was set to 0.05 to determine over- or underrepresented GO terms. The resulting lists were then passed through REVIGO (http://revigo.irb.hr) [44] with an allowed similarity of 0.7 to remove redundant terms. Because there were > 350 GO terms associated with week 3 downregulated genes, we further filtered that list to remove highly generic terms (those with an average distance to root of < 4). Table 3 lists only the top 15 most significant of these filtered GO terms.

### Quantitative PCR (qPCR) analysis

Male and female iso31 flies were exposed to 2 or 3 weeks of control or CCM conditions in DAM monitors and RNA extraction was performed as described above. Flies used for qPCR analysis were from a separate cohort from those used for RNA sequencing. cDNA synthesis was conducted with the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) from 1 μg total RNA and qPCR was conducted with the PowerUp SYBR Green Master Mix (Applied Biosystems) using a StepOne Plus Real-Time PCR System (Applied Biosystems). We included 3 samples per group and 3 technical replicates per sample. Primers were as follows: CG18609 forward: 5′- CTCTTCATCGTGGGCATTTGC – 3′; CG18609 reverse: 5′- TCGAGGACCTTGTTCAGCAG -3′; CG3739 forward: 5′- AGGATAGTGACTTGCCCTGG – 3′; CG3739 reverse: 5′- GTGGATCCAAAGGGTTGGCT -3′. Quantification was done with the relative standard curve method, and gene expression was normalized to *actin5c* levels for each sample. RNA sequencing showed no expression changes in *actin5c* with CCM or aging. 

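Act5C, on chromosome X from 5900861 to 5905399, had a log2FC of -0.04 (standard error 0.10) with CCM at week 2, 0.08 (standard error 0.07) with CCM at week 3 and -0.02 (standard error 0.07) with aging. The adjusted p was 0.93, 0.83 and 0.91 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its level ranged between group means of 1734 and 1878 CPM (n = 3 each). Each difference was less than 2 standard errors in size, and each changed sign with a replicate left out.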

ANOVA with Sidak’s posthoc test was used to compare normalized gene expression levels. *p* < 0.05 was considered significant.

## Additional files

Additional file 1: Week 2 differentially expressed genes. List of all differentially expressed genes following 2 weeks of CCM exposure (at FDR < 0.10).

Additional file 2: Week 3 differentially expressed genes. List of all differentially expressed genes following 3 weeks of CCM exposure (at FDR < 0.10).

Additional file 3: Aging differentially expressed genes. List of all differentially expressed genes following 3 weeks compared to 2 weeks of control conditions (at FDR < 0.10).

Additional file 4: GO term analysis of week 2 downregulated genes. List of all overrepresented GO terms associated with week 2 downregulated genes (at Bonferroni-adjusted *p* < 0.05).

Additional file 5: GO term analysis of week 3 downregulated genes. List of all overrepresented GO terms associated with week 3 downregulated genes (at Bonferroni-adjusted *p* < 0.05).

Additional file 6: GO term analysis of week 3 upregulated genes. List of all overrepresented GO terms associated with week 3 upregulated genes (at Bonferroni-adjusted *p* < 0.05).

How the deposited data were processed for this re-analysis (not part of the article)

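Whole-fly RNA of 12 samples was analysed, 3 for each of 4 conditions: CCM-exposed and control flies after 2 and after 3 weeks. The authors filtered the reads, aligned them with STAR, removed non-coding genes from the annotation and counted reads with MMquant; the values they deposited are raw counts per gene or merged gene, without normalization, with a separate column of counts for each sample. Whole numbers, a different total in each sample and the same 14413 features throughout were checked in the files. Of the 13240 features of a single gene, 13025 (98.4%) were matched by gene identifier to the annotation used here for positions and exonic lengths, and the 215 others were kept in the fits without a position. Gene symbols follow the paper where its additional files name the gene.

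Counts were analysed in R 4.3.3 with edgeR 4.0.16, and with DESeq2 1.42.0 as an alternative. Tables were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. For each comparison the 6 samples of its pair of conditions were fitted alone: CCM against control at week 2 and at week 3, week 3 against week 2 in control flies (aging), and week 3 against week 2 in CCM-exposed flies. Features were kept by filterByExpr, normalized by TMM and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and those with an adjusted p-value under 0.1 were counted, the threshold the paper gives. The interaction of schedule and week was fitted on all 12 samples, and for it DESeq2 was run without shrinkage. Log2FC are edgeR's, without shrinkage. CPM use TMM-scaled library sizes, and the standard error of a log2FC was computed from the replicates' log2 CPM with a pseudocount of 0.5. Intervals of shares are Wilson intervals at 95%, which treat genes as independent. Totals of 17842804 to 23687266 counts put 3 counts at 0.17 CPM or less in every library, and since replicates differed by more than sampling noise, their spread and not the depth sets the precision of most values.

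The paper's text does not say that samples of different conditions are paired, so no block was used. The pairing tested as an alternative comes from the replicate letters A, B and C in the sample labels. As a check of it, each sample's log2 CPM minus its group mean was correlated across genes with that of the same-lettered sample of the other group, and the fit with the block was repeated with all 6 pairings of the letters.

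The alternatives set before the data were examined were DESeq2 with shrunken log2FC, RLE normalization, no filter on low counts, the replicate block, all 12 samples in a single fit, offsets for gene length with and without the block, features of a single gene, an adjusted p under 0.05, Spearman's correlation in place of Pearson's, and each replicate left out in turn. The length offsets follow, for each sample, a lowess curve (span 0.3) of the log2 deviation from the mean on log2 exonic length. Offsets for GC content, intended together with those for length, were not run, because no genome sequence was used here. The number of genes past the threshold was also counted for the other splits of the same samples into groups of equal size.

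Genes named in the text were chosen by a rule set at the same time: every gene that the paper names for the RNA sequencing, and in each of the week 2, week 3 and aging comparisons the 3 genes with the smallest p among those past the threshold whose groups do not overlap. Genes of the GO lists are given as counts. Since the week 3 fit left 2 genes downregulated and 0 upregulated (1462 features unadjusted), correlations and shares planned within these sets had no value, and the lists of Additional file 2 were used in their place, a choice made after seeing the data. Of the 349 genes in that list, 344 were found among the counted features. Enrichment of GO terms was not computed, since no GO annotation was used here, and the qPCR cohort was not analysed here.

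The fits were tested on simulated data with 200 features changed by a log2FC of 1 between groups of 3 samples. Of 12081 features tested, the edgeR fit called 190 and recovered 177 of those changed (88.5%), with 13 unchanged features among the calls, and DESeq2, which tested 12208 features, recovered 187 with 50 unchanged features among 237 calls. When a shift by replicate letter was added, the fit without the block recovered 0 of the 200 and the fit with it 169. When a trend with gene length was added, 2153 unchanged features were called without offsets and 28 with them. The simulated means, library sizes and spread were those of the week 3 samples, while the fold change and the added shifts were chosen by hand, so these shares describe the method and not this experiment.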

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

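The replicate block, the length offsets, the single fit of all 12 samples and the interaction were set before the data were examined. The other tests in this part were chosen after the result was seen. The paper does not report the comparison of week 3 with week 2 in CCM-exposed flies. It gave 6919 genes with an adjusted p-value under 0.1, 3660 lower and 3259 higher at week 3, against 3821 genes in control flies, and was singled out because this signal lies in a comparison that the paper did not analyse. With the replicate block the count was 5715, with a mean correlation of same-lettered deviations of -0.24. Of the 4 splits of the 6 samples that part the same-lettered samples, 1 gave as many genes, the real one. In the other splits the largest count was 0, with at most 265 unadjusted p under 0.05 against 6753 in the real split. Since 10 splits cannot give a share under 0.1, the splits alone do not settle whether the grouping arose by chance. The changes with age in control flies, which share no sample with this comparison, argue against that. Their log2FC had a Pearson correlation of 0.859 with those of CCM-exposed flies across genes.

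Gene length, merged genes and library size were weighed as technical explanations. The log2FC had a correlation of -0.503 with log2 exonic length across genes. With length offsets 6187 genes passed, so a trend with gene length leaves most of the count in place. Without merged genes 6656 passed. The mean total count differed by -372528 between week 3 and week 2, and the totals of the groups overlapped. GC content and RNA from other organisms were not tested, and the labels give no sequencing batch, so a batch that followed the week cannot be told apart from age.

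The aging changes in the 2 schedules ran together: the log2FC had a Pearson correlation of 0.859 across genes, with no sample shared between the comparisons, and 3441 of 3815 aging genes (90.2%) passed in the same direction in CCM-exposed flies. The larger number of genes in CCM-exposed flies, a ratio of 1.81, is not shown to be a larger effect. In a fit of all 12 samples with a common estimate of the spread the ratio was 1.34, so a larger spread between the control libraries may account for part of it. The interaction of schedule and week gave 0 genes (570 unadjusted). All 32 exchanges of the CCM and control labels that kept the same-lettered samples apart gave at least as many, which a count of 0 fixes in advance. Of the 32, 9 gave as many unadjusted p under 0.05, the real labels included. An exchange within a single week moves any CCM effect common to both weeks into the interaction. Exchanging every week 3 pair, for example, gave 8 genes and 1291 unadjusted p. These exchanges therefore cannot decide whether the interaction is at the level of chance. That week 3 flies differ from week 2 flies under both schedules because of age remains a hypothesis.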

How the results depend on the processing

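The count of genes at week 3 depended on the test, the block and the spread. It was 2, both downregulated, in the edgeR fit and under RLE normalization, no filter, length offsets and features of a single gene. DESeq2 gave 354 (247 downregulated, 107 upregulated), the replicate block 1140 (764 and 376, mean correlation of same-lettered deviations 0.45), and length offsets with the block 552 (276 and 276). All 12 samples in a single fit gave 0 (703 unadjusted), and an adjusted p under 0.05 gave 1. With each replicate left out in turn it ranged from 0 to 5 genes, 0 to 3 downregulated and 0 to 2 upregulated; the cause of these differences was not tested beyond the simulated shift by replicate letter. Of the 4 splits that part the same-lettered samples, 1 gave as many genes without the block and 1 with it, the real split in each case, and of the 6 pairings of the letters 1 gave as many genes, the real pairing, while the other 5 gave 0 (at most 1494 unadjusted). A further split, CCM samples A and B with control sample B against the rest, parts fewer same-lettered samples and gave more genes than the real split, 395 against 2 without the block and 796 against 354 with DESeq2. The split of CCM samples A and C with control sample A against the rest gave 4 genes without the block. With 3 samples per group none of these shares can fall under 0.1, so a grouping by chance cannot be ruled out, and a batch that follows the letters cannot be told apart from other differences between them.

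At week 2 the count was 0 (700 unadjusted) under every alternative but DESeq2, with 7 (6 downregulated, 1 upregulated), all 12 samples in a single fit, with 2, both downregulated, and length offsets with the block, with 1 downregulated gene. The replicate block alone gave 0 (334 unadjusted), and leaving out a replicate gave 0 to 0. All 4 splits that part the same-lettered samples gave as many genes as the real split, which a count of 0 fixes in advance. With DESeq2, a split other than the real one gave 370 genes among these 4, against 7. A further split, CCM sample A with control samples A and B against the rest, parts fewer same-lettered samples and gave 635 genes in the edgeR fit and 1014 with DESeq2, more than the real split in each. The overlap of week 2 and week 3 downregulated genes was 0 in the edgeR fits with and without the block (334 and 700 unadjusted at week 2), 3 with DESeq2 and 1 with length offsets and the block, and 0 with any replicate left out.

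The number of aging genes, 3821, stayed within 3032 (replicate block, same-lettered deviations correlated at 0.01) and 5159 (all 12 samples) under the alternatives that kept the threshold and all replicates. At an adjusted p under 0.05 it was 2047 (1235 lower, 812 higher), and the block lowered the upregulated genes to 1080. Leaving out a replicate gave 1315 to 4953 genes, 905 to 2901 lower and 368 to 2052 higher. Of the 4 splits that part the same-lettered samples 1, the real one, gave as many genes. The 6919 genes of CCM aging stayed between 4701 and 7116 under the same kind of alternatives, and between 5413 and 6788 with a replicate left out. The interaction gave 0 genes under every alternative run for it but DESeq2, with 1, and 0 with any replicate left out (570 unadjusted with all samples). RLE normalization and features of a single gene were not planned for CCM aging, where they gave 7058 and 6656 genes, and were not run for the interaction.

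The correlation of 0.226 between weeks over all genes was 0.237 with DESeq2, 0.223 with the block (same-lettered deviations correlated at -0.06 and 0.45), 0.241 with length offsets, 0.106 with no filter and 0.247 as Spearman's rho. It changed sign with a replicate left out, from -0.170 to 0.417. Of the 16 pairs of splits that part the same-lettered samples, 6 gave an absolute correlation as large. Within the paper's lists, used after seeing the data, the correlation ranged from 0.083 to 0.349 for upregulated and from -0.275 to 0.200 for downregulated genes with a replicate left out. For the downregulated genes it was -0.101 with the block, 0.046 with DESeq2 and 0.201 with length offsets. In the downregulated genes of each fit itself it was 0.039 with DESeq2, -0.098 with the block and 0.193 with length offsets and the block.

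The share of the paper's upregulated genes raised at week 2, 89.4%, was 81.7% with length offsets and 80.8% with length offsets and the block, 68% in the genes which that last fit itself called, and 72.1% to 94.2% with a replicate left out. For downregulated genes lowered at week 2 the share of 45.4% was 35.4% with the block, 62.3% in the genes called with length offsets and the block, and 15% to 77.5% with a replicate left out. The planned correlations and shares within the week 3 genes of the edgeR fit had no value, because 2 downregulated and 0 upregulated genes (1462 unadjusted) were left.

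For overlap with aging, the edgeR fit had 0 week 3 genes changed the same way (1462 unadjusted at week 3). DESeq2 gave 146 downregulated and 53 upregulated genes, the block 363 and 114, and length offsets with the block 69 and 117; leaving out a replicate gave 0 to 0 and 0 to 1. Changes opposite to aging numbered 2 and 0 in the edgeR fit, 12 and 4 with DESeq2, 38 and 17 with the block, 48 and 16 with length offsets and the block, 1 downregulated with length offsets and 1 at an adjusted p under 0.05, and 0 to 2 and 0 to 0 with a replicate left out. In the paper's list of downregulated genes the share also down with aging, 48.3%, was 60% with DESeq2, 43.8% with the block, 22.9% with length offsets, 25.4% with length offsets and the block, 29.2% at an adjusted p under 0.05, and 14.2% to 85% with a replicate left out. For upregulated genes 47.1% became 36.5% with the block, 35.6% with length offsets and the block, 32.7% at an adjusted p under 0.05, and 17.3% to 60.6% with a replicate left out. Opposite changes in these lists, 13 and 4, were 37 and 8 with length offsets, 35 and 7 with length offsets and the block, and 10 to 12 and 2 to 7 with a replicate left out.

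Of 1034 alternative values for 36 named genes, 856 kept their direction and their side of the threshold, 68 were weaker and 94 stronger. The other 16 reversed; the cause was not tested beyond the settings named. With length offsets the aging log2FC was 0.22 for tim, 0.65 for Pdp1, 0.47 for dnc and 0.09 for Act5C. With length offsets and the block it was 0.22 for tim, 0.65 for Pdp1, 0.49 for dnc, 0.01 for dco and 0.09 for Act5C. With each replicate left out in turn the aging log2FC ranged from -0.53 to 0.25 for Pdp1, from -0.88 to 0.09 for dnc and from -0.08 to 0.00 for Act5C. The log2FC with CCM ranged from -0.14 to 0.04 for cyc at week 3, and for Act5C from -0.12 to 0.01 at week 2 and from -0.00 to 0.12 at week 3. The GC part of the planned length and GC alternative was not run. Depth limits CG42792, with control values below 3 counts, and CG42792 was not kept by the filter outside week 2.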

Differences from the paper's values

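DESeq2 with shrunken log2FC is the method that the paper's methods name, and it was among the alternatives set before the data were examined. At week 2, 0 genes passed the threshold (700 unadjusted) against the paper's 7, with 0 against the paper's 6 downregulated and 0 against the paper's 1 upregulated. With DESeq2 the counts were 7, 6 and 1, and none of the other alternatives set before the data were examined closed the gap. At week 3, 2 genes passed against the paper's 349, with 2 against the paper's 245 downregulated and 0 against the paper's 104 upregulated (1462 unadjusted). DESeq2 gave 354, 247 and 107. Length offsets with the replicate block gave 276 downregulated genes, a count near the paper's 245. Only 105 of the paper's 240 matched downregulated genes passed in that fit, which also gave 276 upregulated genes against the paper's 104. The near count is therefore not the same result. The other alternatives set before the data were examined did not close the gap, including the replicate block with 1140 genes. With DESeq2 all 344 genes of the paper's week 3 list that could be matched passed, and the largest difference of their log2FC from the list rounded to 0.00.

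The number of week 2 downregulated genes also found at week 3 was 0 (700 unadjusted at week 2) against the paper's 3, and 3 with DESeq2. Week 3 genes changed the same way with aging numbered 0 downregulated and 0 upregulated (1462 unadjusted at week 3) against the paper's 145 and 50, and DESeq2 gave 146 and 53. Genes changed opposite to aging numbered 2 downregulated and 0 upregulated against the paper's 12 and 4, and DESeq2 gave 12 and 4. For these 5 counts no other alternative set before the data were examined closed the gap. When the paper's own list of week 3 genes was used, a choice made after seeing the values, 116 downregulated and 49 upregulated genes changed the same way with aging, and 13 and 4 the opposite way.

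Among the paper's week 3 downregulated genes, a list used after seeing the values, the correlation between weeks was -0.060 against the paper's 0.043. The difference lies in the sign. The correlation was positive, as in the paper, with DESeq2, at 0.046, with length offsets, at 0.201, and with length offsets and the block, at 0.167, the last 2 farther in size from the paper's value than -0.060 is. With no filter, with the block and as Spearman's rho it was negative, at -0.053, -0.101 and -0.226. With a replicate left out it ranged from -0.275 to 0.200. The legend of Fig. 8 names Spearman's rho and the methods name Pearson's coefficient. With DESeq2 the Pearson correlation over all genes was 0.237, equal to the value in the legend, and the Spearman correlation was 0.225.

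Log2FC in the edgeR fits were larger in size than the paper's shrunken values. At week 3 CG34180 had -1.01 against the paper's -0.75. At week 2 CG3739 had -1.67 against the paper's -1.26, CG4830 -1.86 against the paper's -1.14, b6 -1.48 against the paper's -1.04, and CG42792 5.80 against the paper's 0.88. DESeq2 gave the paper's value for each of these 5 log2FC, -0.75, -1.26, -1.14, -1.04 and 0.88. The other alternatives set before the data were examined did not close the gap. The errors allowed were the larger of the replicate SD and the standard error in the paper's additional files.

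The paper states that the CCM-induced changes of tim, Pdp1 and per mirror those with aging. In the edgeR fits the aging log2FC was 0.59 for per (adjusted p = 0.037), -0.39 for tim (adjusted p = 0.12) and -0.21 for Pdp1 (adjusted p = 0.67), and it was 0.22 and 0.65 for tim and Pdp1 with length offsets. DESeq2 gave 0.57 for per (adjusted p = 0.0079), -0.37 for tim (adjusted p = 0.15) and -0.18 for Pdp1 (adjusted p = 0.69). With DESeq2 too, only per passed the threshold with aging. The methods describe the log2FC of the differentially expressed genes as moderate. Without shrinkage the week 3 log2FC of the genes in the paper's lists ranged from -1.28 to 2.42.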

Other observations

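Of the tests in this part, those of the share of counts in the 10 largest features, of shared control samples and of the photoreceptor genes were chosen before their result was seen, and the others after it.

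More genes were downregulated than upregulated by CCM at week 3, and the downregulated genes were long. Of 10000 random lists matched on expression, 0 had a median exonic length as large as that of the paper's downregulated genes, and all 10000 had a median at least as large as that of the upregulated genes. In the fit with the replicate block 67% of the genes were downregulated, and with length offsets in the same fit 50% were, but the offsets centre the changes at each length, which by itself moves this share toward balance. They also remove any effect of CCM that follows length, so the excess of downregulated genes cannot be told apart from a technical trend with gene length. With the offsets 552 genes still passed, so length does not explain the whole week 3 result. Of the genes in the paper's lists, 105 of 240 downregulated and 80 of 104 upregulated genes passed there, against 240 and 103 with the block alone. The same relation appeared between samples of a single condition: the difference between a pair of control week 2 libraries had a correlation of up to 0.536 in size with log2 exonic length, against -0.455 for the CCM log2FC at week 3. Pairs of libraries of a single condition at week 3, where the CCM effect lies, had correlations of 0.033 to 0.163 in size, and at week 3 each CCM sample had a lower correlation with length than its same-lettered control sample. Variation between libraries of a single condition is therefore a candidate explanation on the evidence of week 2, and the week 3 pairs do not show it. A larger share of counts in a few features is not a candidate, since the share of the 10 largest features differed by 0.121 percent of all counts and overlapped between the groups. Total counts were larger in CCM samples at week 3, but at week 2 the largest library had a higher correlation with length than the smallest, by 0.44, opposite to the direction at week 3. RNA quality per sample was not used here.

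The week 3 CCM changes followed the aging changes across genes, with a correlation of 0.344 that may reflect accelerated aging, as the paper proposes. The control week 3 samples shared by the comparisons enter them with opposite signs, so sharing them can be expected to lower this correlation and not to raise it. With different control week 3 samples in the comparisons, the mean correlation of the mean log2 CPM differences was 0.471 over 6 divisions, against 0.135 with the same samples in both, a direction that the signs fix in advance. The test had been set to read a fall as the effect of sharing, so it tells nothing about it. With length offsets in both fits the correlation was 0.175, so part of it follows gene length and part does not. The difference between a pair of control week 2 libraries was correlated with the week 3 CCM log2FC by up to 0.625 in size, and in 5 of the 6 pairs of week 2 libraries of a single condition the value was 0.372 or more, the exception being CCM libraries B and C with 0.065. Most samples of a single condition and age at week 2 thus differed along the same axis as CCM and control flies at week 3. A correlation does not compare the size of these differences, so such variation remains a candidate explanation that was not settled. As a possible source, 13 ovary and germline marker genes from a list written in advance were averaged in each sample. Their mean log2 CPM was lower by 0.50 in CCM samples at week 3, with overlapping groups (exact permutation test, two-sided, p = 0.3, where 0.1 is the smallest possible), and 12 of the 13 genes had a negative log2FC. The score was lower with CCM in all 3 same-lettered pairs (exact paired permutation test, two-sided, p = 0.25, the smallest that 3 pairs allow). At week 2, where 0 genes passed (700 unadjusted), the same score was lower by 0.57 (exact permutation test, two-sided, p = 0.2). It was lower with CCM in the same-lettered pairs A and C and higher in pair B. At week 3 the mean of 4 eggshell genes, also from the ovary, was higher by 0.37 in CCM samples (exact permutation test, two-sided, p = 0.4). The eggshell mean was higher in all 3 same-lettered pairs, and the mean of 3 yolk genes differed by 0.00. The eggshell and yolk means and the week 2 score cannot decide whether a smaller amount of ovary RNA is the source, since the groups overlapped in each. Only 4 of 12 listed eggshell genes were kept. The germline genes leave it open too, and from them the pattern cannot be told apart from it. With aging in control flies the germline score fell by 1.42 (exact permutation test, two-sided, p = 0.1), with every week 3 sample lower. The yolk mean changed by -1.51 with aging, but the eggshell mean by -0.22 with overlapping groups, so the eggshell genes need not follow the germline genes.

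All 11 photoreceptor genes on a list written in advance were lower at week 3 than at week 2 in control flies, with a median log2FC of -0.89, and 10 had an adjusted p under 0.1. With length offsets the median was -0.80, so a trend with gene length leaves most of the fall in place. Other technical explanations, such as a batch that followed the week, were not tested, and a loss of photoreceptor RNA with age remains a hypothesis. With CCM at week 3 the median log2FC of these genes was 0.03, and 0 of them passed (1462 features unadjusted). In CCM-exposed flies 10 of the 11 genes were lower at week 3 than at week 2, with a median log2FC of -0.71, and 5 passed.

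In CCM-exposed flies CG18609 rose from week 2 to week 3 with a log2FC of 0.61 (adjusted p = 0.0083), and CG3739 with 0.84 (adjusted p = 0.011). Of the 16 genes of Table 5, 9 changed from week 2 to week 3 in CCM-exposed flies in the direction of aging in control flies, 5 of them with an adjusted p under 0.1.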
